# Hypothalamic Neurochemical Changes in Long-Term Recovered Bilateral Subdiaphragmatic Vagotomized Rats

**DOI:** 10.3389/fnbeh.2022.869526

**Published:** 2022-07-08

**Authors:** Anna Teresa Kobrzycka, Adrian Mateusz Stankiewicz, Joanna Goscik, Monika Gora, Beata Burzynska, Roksana Iwanicka-Nowicka, Krystyna Pierzchala-Koziec, Marek Wieczorek

**Keywords:** hypothalamus, subdiaphragmatic vagotomy, amino acid neurotransmitters, inflammatory response, microarray, HPA axis

## Abstract

**Background:**

Vagus nerve is one of the crucial routes in communication between the immune and central nervous systems. The impaired vagal nerve function may intensify peripheral inflammatory processes. This effect subsides along with prolonged recovery after permanent nerve injury. One of the results of such compensation is a normalized plasma concentration of stress hormone corticosterone – a marker of hypothalamic-pituitary-adrenal (HPA) axis activity. In this work, we strive to explain this corticosterone normalization by studying the mechanisms responsible for compensation-related neurochemical alterations in the hypothalamus.

**Materials and Methods:**

Using microarrays and high performance liquid chromatography (HPLC), we measured genome-wide gene expression and major amino acid neurotransmitters content in the hypothalamus of bilaterally vagotomized rats, 1 month after surgery.

**Results:**

Our results show that, in the long term, vagotomy affects hypothalamic amino acids concentration but not mRNA expression of tested genes.

**Discussion:**

We propose an alternative pathway of immune to CNS communication after vagotomy, leading to activation of the HPA axis, by influencing central amino acids and subsequent monoaminergic neurotransmission.

## Introduction

The vagus nerve, due to its extensive peripheral projection range, is a prominent interoceptive pathway (Forsythe et al., 2014). The vagus nerve transmits intraperitoneal immune signals to the CNS (Watkins and Maier, 2005; Quan and Banks, 2007; Dantzer, 2009; D’Mello and Swain, 2016), causing neurotransmission alterations (Wieczorek et al., 2005; Dunn, 2006; Hopkins, 2007), behavioral changes (Wieczorek et al., 2005; Dantzer and Kelley, 2007; Dantzer et al., 2008) and indirect activation of the hypothalamus (Wieczorek and Dunn, 2006; Noori et al., 2017) a first element of the hypothalamic-pituitary-adrenal (HPA) axis of stress. HPA activation results in secretion of glucocorticoids (GCs), which are important regulators of the immune system (Hosoi et al., 2000). Moreover, the parasympathetic part of the vagus nerve can directly influence the activity of immune cells in internal organs exposed to pathogens through the cholinergic anti-inflammatory pathway (Tracey, 2007; Karimi et al., 2010; Pereira and Leite, 2016).

The physiological tonic activity of the vagus nerve (so-called vagal tone) is crucial for maintaining body allostasis. Vagal tone is a critical regulator of the inflammatory response. Low vagal tone results in increased basal plasmatic cortisol, tumor necrosis factor α (TNF-α), and epinephrine levels, which Bonaz et al. (2016) summarized as a pro-inflammatory effect (Pellissier et al., 2014; Bonaz et al., 2016). Vagal tone is also involved in regulating emotional and behavioral responsiveness as well as sickness behaviors – a natural response to ongoing inflammation, which supports the immune system in its fight against the pathogen (Porges et al., 1994; Porges, 1995). The experimental model of abolished vagal tone in context of peritoneal vagal functions is a full subdiaphragmatic truncal vagotomy, which we used in the current experiment.

Vagus nerve integrity is necessary for proper inhibition of inflammatory response. Thus, vagotomy results in highly intensified inflammation and decreased secretion of anti-inflammatory GCs. Surprisingly, these effects diminish after a prolonged period of recovery following vagotomy (Ghia et al., 2007; Mitsui et al., 2014).

Previously, we reported that 30 days after subdiaphragmatic vagotomy LPS-induced increase of plasma corticosterone is similar to the control group (Kobrzycka et al., 2019). At the same time, we reported that monoaminergic neurotransmission is altered in the hypothalamus after a prolonged period of recovery following vagotomy, which might contribute to the restoration of HPA axis activity. These neurotransmission changes may occur due to the presence of compensatory mechanisms for impaired immune sensory and anti-inflammatory functions of the vagus nerve. Wieczorek and Dunn (2006) suggested that function of the damaged vagal nerve is substituted by COX-dependent pathway, where immune signals are carried by blood-borne prostaglandin E2 (PGE2). Corroborating this hypothesis, we previously observed that the concentration of PGE2 under inflammatory conditions is increased in the plasma of vagotomized animals, 30 days after vagotomy procedure (Kobrzycka et al., 2019).

In this work, we present a data set investigated simultaneously with those presented previously (Kobrzycka et al., 2019). Here, we investigate whether transcriptomic changes and/or altered amino acid neurotransmission accompanies monoaminergic alterations in the hypothalamus and, in consequence, may be responsible for the preservation of HPA axis activity after recovery from vagotomy. To test those hypotheses, we performed an RNA microarray with subsequent RT-qPCR analysis and high performance liquid chromatography (HPLC) concentration analysis of excitatory and inhibitory amino acid neurotransmitters.

## Materials and Methods

The studies were performed on 3-month-old male Wistar rats (300 g ± 25 g, *N* = 75). Animals were individually housed in breeding cages under the following conditions: free access to water and feed (Purina granules), artificial lighting conditions (a 12-h day-night cycle, light on at 7.00 AM), temperature 21–22°C and 60–65% humidity. Before the start of the experiments, the animals were habituated for 7 days to the conditions in the animal facility.

### Experiment

The animals were divided into two main groups: sham operated (SH, *n* = 31) and subdiaphragmatically vagotomized (VG, *n* = 33). Animals in the VG group were subjected to surgery under general anesthesia, induced by an intraperitoneal injection of Innovar plus (6 μl/g body weight) and local anesthesia with 2% lidocaine solution (0.5 ml/animal). During operation, a small fragment of gastrointestinal and hepatic branches of the vagal nerve was cut just below the diaphragm. To prevent post-operative infection and to facilitate wound healing, an antibacterial agent (Alu Spray, V.M.D.) was applied to the operation site. Bilateral subdiaphragmatic truncal vagotomy procedure and its validation are described in detail in Kobrzycka et al. (2019). Sham operation (SH) was performed in an analogous way to subdiaphragmatic vagotomy, with exception of cutting the nerves. Following surgeries, the animals were returned to their cages, and after a 30-day-long recovery period, the animals from SH and VG groups were intraperitoneally injected with either saline (0.9% NaCl, 100 μl i.p., SH *n* = 15, VG *n* = 15) or LPS (10 μg *E. coli* 026:B6 in 100 μl 0.9% NaCl, 100 μl i.p., SH *n* = 16, VG *n* = 18). After 120 min, the animals were decapitated.

Immediately after decapitation, hypothalamus (HPT) samples, restricted mainly to the medial part containing the paraventricular nucleus (PVN), were taken. Immediately after decapitation, the brain was cut on a glass plate kept on ice. After the section, samples assigned for HPLC analysis were placed in tubes on dry ice, weighed, and processed in homogenization buffer – the whole procedure took up to 5 min. The samples assigned for RNA analysis were placed in RNA-later solution right after dissection (within 2–3 min after decapitation). HPT samples weighted on average 0.05 g (±0.02 g). Stereotactic coordinates used to locate HPT were: AP = −1.44 to −2.04, *L* = ±1.5, *H* = −8 to −10 according to the Paxinos and Watson stereotaxic atlas (Paxinos and Watson, 1998).

### Samples Preparation Procedures

For the enzyme-linked immunosorbent assay (ELISA) test of pro-inflammatory cytokines, plasma was obtained by centrifuging the trunk blood collected on EDTA (1 ml/100 μl of Na_2_ EDTA), 4,000 rpm for 10 min at 4°C. The obtained plasma was frozen and stored at −80°C until future analysis. For HPLC analysis of amino acid neurotransmitters, hypothalamuses (SH NaCl *n* = 6, VG NaCl *n* = 7, SH LPS *n* = 7, VG LPS *n* = 8) were immediately homogenized using an ultrasonic homogenizer (Fisher BioBlock Scientific, France) for 15 s in 150 μl homogenization solution (0.4 mM Na_2_S_2_O_5_, 0.6 mM HClO_4_), and centrifuged at 12,000 rpm for 15 min at 4°C. At least 100 μl of the supernatant was collected from each sample, transferred to chromatographic tubes and frozen at −80°C.

For microarray and PCR analyses, hypothalamuses (naive control CNT *n* = 11, SH NaCl *n* = 9, VG NaCl *n* = 8, SH LPS *n* = 9, VG LPS *n* = 10) were stored in −20°C in 200 μl of RNA-later (Thermo Fisher Scientific, United States). Total RNA was extracted from dissected hypothalamuses using a spin column-based Universal RNA Purification Kit (EURx, Poland) according to the manufacturer’s protocol. RNA samples were subjected to DNase treatment on-column (RNase-free DNase I, EURx, Poland, 15 min, room temperature) as well as in-sample (TURBO DNA-free Kit, Thermo Fisher Scientific, United States, 30 min, 37°C), to remove any residual DNA contamination. The quantity, purity, and quality of RNA samples were estimated using a NanoDrop spectrophotometer (Thermo Fisher Scientific, United States) and a Bioanalyzer 2100 microcapillary electrophoresis device (Agilent, United States) with RNA 6000 Nano Assay Kit (Agilent, United States). Samples were of high quality (RNA Integrity Number >9) and purity (see Supplementary Table 1).

### Enzyme-Linked Immunosorbent Assay Test for Tumor Necrosis Factor α

Tumor Necrosis Factor α (TNF-α) concentration (SH NaCl *n* = 11, VG NaCl *n* = 10, SH LPS *n* = 11, VG LPS *n* = 12) was established as a control variable for confirming ongoing intraperitoneal inflammation. Plasma TNF-α concentration was determined using the Rat TNF-α ELISA Kit, from Diaclone, France (cat. no. 865.000), according to the manufacturer’s instructions. The same statistical assumptions and analytical procedure for HPLC data were used.

### High Performance Liquid Chromatography of Amino Acids

The concentration of the amino acid neurotransmitters: aspartate (ASP), glutamate (GLU), glycine (GLY), gamma-aminobutyric acid (GABA), tyrosine (TYR), and tryptophan (TRP) was determined in prepared HPT samples with RP-HPLC-ED gradient method with pre-column derivatization with fresh OPT-thiol reagent (0.1 M Borax, 0.5% OPT, 0.9% mercaptoethanol). The Agilent 1100 chromatographic system with Waters, AccQ-Tag for hydrolysate Amino Acid analysis chromatographic column (3.9 × 150 mm) preceded by a ZORBAX SB-C18 pre-column (4.6 × 12.5 mm) was used. The column temperature was set at 37°C and mobile phase flow at 0.4 ml/min. The carbon working electrode was set at +0.5 V, relative to the Ag/AgCl reference electrode. The gradient elution was performed using phosphate buffer (5.5 pH) containing: at 0.05 M NaH_2_PO_4_ × H_2_O, and addition of methanol; in buffer (A) 20% and (B) 80%. At the start, the mobile phase consisted of 100% buffer A. During the first 10 min of analysis, the concentration of buffer B was raised to 10% (in the 10th min: 90% A and 10% B). In the next 30 min, the content of buffer B in the mobile phase was raised from 10 to 85% (in 40th min: 15% A and 85% B). In the next 5 min, the content of buffer B was decreased to 0% (in the 45th min: 100% A and 0% B). After each sample, the system was re-equilibrated for 10 min. The chromatographic data were analyzed using ChemStation, Revision-B.03.02, Agilent software.

High performance liquid chromatography (HPLC) and TNF-α data were tested for normality (Shapiro–Wilk test) and homogeneity of variance (Levene’s test). Because some data did not meet the assumptions of the parametric test, we performed a Box-Cox transformation. Next, ANOVA with the Bonferroni *post hoc* test was used. Results of statistical tests and Box-Cox transformation formulas are presented Supplementary Table 5. The *p*-values lower than 0.05 were considered statistically significant. These statistical analyses were performed using the STATISTICA software, version 13.3 TIBCO Software Inc (2017).

### Microarray and Real-Time qPCR

Microarrays were used to analyze hypothalamic gene expression in all four experimental groups. The results of this analysis were validated using real-time qPCR.

### Microarray Preparation

A total of 21 samples (3–5 per experimental group, see Supplementary Table 1) were used for microarray analysis. These comprised the entire set of samples available in the experiment at that time. Samples were analyzed individually; 100 ng of the given sample that passed the initial quality control screen (2100 Bioanalyzer, Agilent) was labeled and amplified using GeneChip WT PLUS Reagent Kit and hybridized to an Affymetrix Rat Gene 2.1 ST Array Strip microarray using GeneAtlas Hybridization, Wash, and Stain Kit for WT Array Strips. GeneChip Poly-A RNA Control Kit and GeneChip Hybridization Controls were used to monitor the process of sample preparation. Hybridization to the microarrays was conducted for 20 h at 48°C. Following the hybridization, the microarrays were washed, stained, and scanned on a GeneAtlas™ System for Academic Customers. All the reagents and equipment for the microarray experiment were provided by Affymetrix, a subsidiary of Thermo Fisher Scientific, United States, and the procedures were performed according to the manufacturer’s protocol. The quality of the analyses was verified using Affymetrix Expression Console Software and standard Affymetrix quality metrics.

All Affymetrix.cel files were first imported into Partek^®^ Genomics Suite^®^ software, version 7, build 7.19.1125 (Partek, United States). Prior to any computations, the imported data set was normalized. Background correction was conducted with the use of the RMA method (Bolstad et al., 2003) and was followed by quantile normalization. Probes were logged using base 2, while the median polish (Mosteller and Tukey, 1977) algorithm was applied to probe set summarization. The definition of all contrasts of interest (comparisons of interest) constituted a base for the detection of differentially expressed genes, which was performed with the use of the ANOVA feature of Partek^®^ Genomics Suite^®^. As a result, every feature’s description contained (among others) *p*-value for a particular comparison accompanied by its FDR-corrected (Mosteller and Tukey, 1977) value and 95% confidence interval for those. The data set was annotated with the Ensembl Transcripts, release 100, genome assembly Rnor_6.0.

### qPCR Analysis

The results of the microarray analysis were validated using SYBR Green-based real-time qPCR. A total of 47 samples (including 21 samples used for microarray experiment, 8–11 samples per each experimental group, see Supplementary Table 1) were used for qPCR analysis. For each sample, 100 ng of total RNA was reverse-transcripted to cDNA using Smart RT-PCR Kit (EURx, Poland). Expression of 7 genes (*Actn2, Cxcl14, Gabrg1, Gria1, Oxt, Rab1b*, and *Vim*) was studied. Hmbs was used as a reference gene. It was identified as the most stably expressed out of a set of candidate reference genes (*Gapdh, Hmbs, Hprt1, Tbp*, and *Yhwaz*) using the NormFinder tool (see Supplementary Table 3). For details on the method of selecting the reference gene, see our previous work (Stankiewicz et al., 2015). For detailed primers description, see Supplementary Table 2. Rotor-Gene Q (Qiagen, Netherlands) with Fast SG qPCR Master Mix (2x) (EURx, Poland) were used to perform qPCR. qPCR reaction conditions were as follows: (1) denaturation −95°C for 50 s; (2) amplification, 35 cycles – 95°C for 10 s then 10 s in primer-specific annealing temperature then 72°C for 15 s; (3) melting curve analysis – 72–95°C. All assays were executed in triplicate. Each run included five 4-fold serial dilutions for calculating reaction efficiency. A melting curve analysis was performed to verify the presence of one gene-specific peak and the absence of primer-dimer peaks. The Pfaffl model was used to calculate relative expression ratios of studied genes. Detailed data on qPCR analysis are presented in Supplementary Table 2. qPCR was performed according to the Minimum Information for Publication of Quantitative Real-Time PCR Experiments (MIQE) guidelines (Bustin et al., 2009). Shapiro–Wilk test was used to test the normality of qPCR data. As the data were not distributed normally, Mann–Whitney–Wilcoxon test was used to investigate the significance of comparisons, which showed a non-adjusted *p*-value lower than 0.05 in the microarray experiment. As multiple comparisons were made within each analyzed gene, the Benjamini-Hochberg method (Benjamini and Hochberg, 1995) was used to control False Discovery Rate. The R script used for statistical analysis of the results can be found in Supplementary Presentation 1.

## Results

### TNF-α-Based Validation of Inflammatory Response

Increased plasma TNF-α (Figure 1) concentration confirms the development of inflammatory conditions in both rat groups injected with LPS [*F*(3,34) = 28.191, *p* < 0.001, SH NaCl vs. SH LPS *p* < 0.001, VG NaCl vs. VG LPS *p* < 0.001]. However, the inflammatory response of vagotomized animals seems to be stunted in comparison to sham control, which is in line with observations made by Ghia et al. (2007).

**FIGURE 1:**
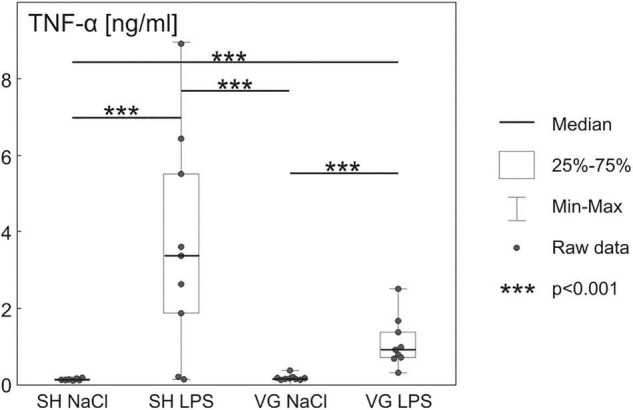
Increased plasma tumor necrosis factor α (TNF-α) concentration after intraperitoneal injection of LPS confirm initiation of pro-inflammatory activity of the immune system. Details in text.

### High Performance Liquid Chromatography Analysis

Statistical analysis revealed significant differences between groups in concentrations of all measured hypothalamic amino acids concentration (Figure 2) [TRP *F*(3,21) = 18.292, *p* < 0.001, TYR *F*(3,21) = 10.419, *p* < 0.001, ASP *F*(3,21) = 15.473, *p* < 0.001, GLU *F*(3,21) = 8.019, *p* < 0.001, GABA *F*(3,21) = 18.020, *p* < 0.001, GLY *F*(3,21) = 20.72, *p* < 0.001]. Intraperitoneal injection of LPS did not affect hypothalamic TRP, ASP, and GABA, concentrations in SH group (SH NaCl vs. SH LPS: TRP *p* = 0.077, ASP *p* = 1, GABA *p* = 0.604). Subdiaphragmatic vagotomy significantly increased the concentration of these amino acids despite LPS conditions (SH NaCl vs. VG NaCl: TRP *p* = 0.001, ASP *p* = 0.011, GABA *p* < 0.001; SH LPS vs. VG LPS: TRP *p* < 0.001, ASP *p* < 0.001, GABA *p* = 0.041). Worth noting, GABA concentration in VG group is increased after LPS administration (VG NaCl vs. VG LPS *p* = 0.006). On the other hand, intraperitoneal injection of LPS significantly increased hypothalamic TYR, GLY, and GLU concentrations in SH group (SH NaCl vs. SH LPS: TYR *p* = 0.024, GLU *p* = 0.025, GLY *p* < 0.001). Subdiaphragmatic vagotomy significantly increased TYR, GLY, and GLU concentrations in non-septic conditions (SH NaCl vs. VG NaCl: TYR *p* = 0.003, GLU *p* = 0.024, GLY *p* < 0.001). Also, after LPS administration, TYR, GLY, and GLU concentrations are elevated in similar manner as VG NaCl group – significant increased compare to SH NaCl group conditions (SH NaCl vs. VG LPS: TYR *p* < 0.001, GLU *p* < 0.001, GLY *p* < 0.001) and no differences between vagotomized groups (VG NaCl vs. VG LPS: TYR *p* = 1, GLU *p* = 0.886, GLY *p* = 1). Therefore, no significant differences between SH LPS and VG LPS are observed (SH LPS vs. VG LPS: TYR *p* = 0.262, GLU *p* = 0.840, GLY *p* = 0.619).

**FIGURE 2:**
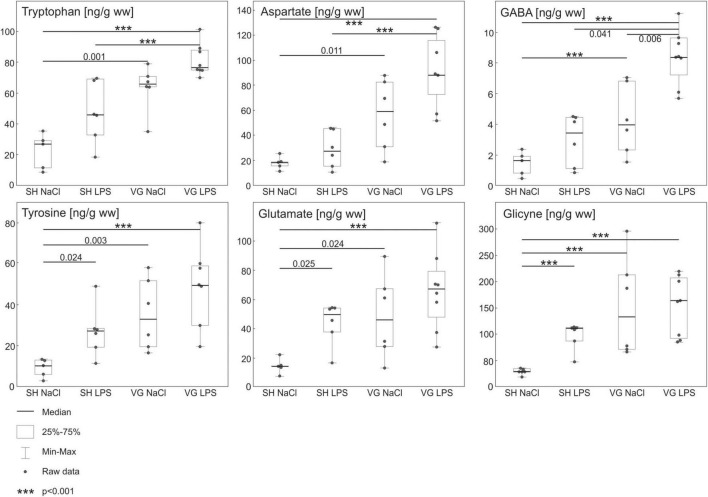
Results of high performance liquid chromatography (HPLC) analysis of amino acids in hypothalamus. Concentrations of monoaminergic neurotransmitter precursors (Tyrosine, Tryptophan) and inhibitory amino acid neurotransmitters (GABA, Glycine) are increased in vagotomized group (VG NaCl vs. SH NaCl). Similar effect is absent in case of excitatory amino acid neurotransmitters (Glutamate, Aspartate). During intraperitoneal inflammation changes in tyrosine and tryptophan concentrations in vagotomized group (VG LPS vs. SH LPS) are even more pronounced. Additionally, we observe a significant increase of inhibitory GABA and excitatory aspartate concentration in that group (VG LPS vs. SH LPS). Details in text.

### Microarray Experiment

Using microarrays, we have analyzed transcriptomic patterns induced by experimental conditions in the hypothalamus. 

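RNA of the medial hypothalamus, which contains the paraventricular nucleus, the source of the hormones that drive the pituitary and adrenal response to inflammation, was hybridized to Affymetrix rat gene array strips. The male Wistar rats belonged to 5 groups. CNT rats (n = 5 arrays) underwent no procedure. In vagotomized (VG) rats the subdiaphragmatic vagus was severed, and in sham-operated (SH) rats it was left intact. After 30 days the rats were injected i.p. with 10 µg LPS, a bacterial endotoxin that starts inflammation, in 100 µl saline or with saline alone. The tissue was taken 120 min after the injection, and 4 SH NaCl, 4 SH LPS, 3 VG NaCl and 5 VG LPS arrays were measured. The deposited table also holds 35 arrays of rats that the paper does not report, which had been given saline, celecoxib, SC-560 or indometacin for 10 days before the injection of LPS or saline. For 36685 transcript clusters, each the probes of 1 transcribed region, the 56 arrays carried linear intensities from 1.75 to 7819.8, with array medians from 16.4 to 18.9. The log2 of each was taken before any test. The labels of these values name RMA in Affymetrix Expression Console. The methods name RMA background correction, quantile normalization, log2 transformation and median polish in Partek Genomics Suite. The background correction, normalization and summary were therefore not run again here. Pairs of arrays correlated between 0.932 and 0.976. Of the 21 arrays of the 5 groups, VG LPS arrays 46, 12 and 10 had the lowest mean correlations with all others (0.946, 0.951 and 0.953). VG LPS arrays 9 and 11 lay at 0.962 and 0.965, and the SH LPS arrays between 0.961 and 0.965. Every comparison with VG LPS holds this imbalance. Of the transcript clusters, 14824 carried 1 gene symbol and 21032 carried none. The groups were compared with limma, which shares the estimate of the spread between transcript clusters, over the 21 arrays of the 5 groups, and a transcript cluster was called changed at an adjusted p under 0.05. In the labels the sequence of groups starts again at array 41, so arrays 1 to 40 and arrays 41 to 56 were treated as separate sets. Over the 25 arrays of the 6 groups with arrays in both sets, 230 transcript clusters differed between the sets at an adjusted p under 0.05 and 5800 at an unadjusted p under 0.05. These arrays include array 46, the only VG LPS array of the second set, whose tissue markers lay far from those of the others. No fit without it was made for these counts, so they may hold its tissue as well as the sets. SH NaCl had 1 array in the first set and 3 in the second, whereas all 3 VG NaCl arrays were in the first. The number of arrays per group limits the precision of every difference.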

None of the observed statistically significant changes in expression of analyzed transcripts survived adjustment for multiple comparisons. Nevertheless, we have selected 7 genes characterized by relatively low non-adjusted *p*-values in some of the comparisons (mean = 0.019, SD = 0.01, also see Supplementary Table 4), and analyzed their expression using qPCR (Figure 3). 

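At 120 min after LPS, groups of inflammatory genes were higher in the hypothalamus of both sham-operated and vagotomized rats by a test of gene lists with a preset correlation, whereas 0 and 1 single transcripts passed the adjustment. Interferon response genes, which encode antiviral proteins and chemokines, were higher in SH LPS (n = 4) than in SH NaCl (n = 4) by a median log2 difference of 1.29, with all 17 measured genes higher (limma's camera, adjusted p = 4.79e-18). Acute inflammation genes, among them cytokines, adhesion molecules and the inducible prostaglandin synthase, rose by a median of 0.77 in the same comparison, with 25 of 29 higher (adjusted p = 1.14e-15). Genes induced by glucocorticoids rose by a median of 0.68, with 12 of 13 higher (adjusted p = 3.25e-08). With an estimated correlation between the genes of a list these calls were lost (adjusted p = 0.533 with an estimated correlation for each of the 3 lists). In VG LPS (n = 5) against VG NaCl (n = 3), acute inflammation genes rose by a median of 1.10, with 26 of 29 higher (adjusted p = 1.78e-12; adjusted p = 0.533 with an estimated correlation). Interferon response genes rose by 1.21, with 17 of 17 higher (adjusted p = 6.33e-08; adjusted p = 0.652 with an estimated correlation). Glucocorticoid targets rose by 0.74, with 12 of 13 higher (adjusted p = 2.31e-06; adjusted p = 0.585 with an estimated correlation). Without VG LPS array 10 these were 0.77 for the interferon response and 0.49 for glucocorticoid targets, and without array 46 the latter were 0.48, with the calls kept. Immediate early genes rose by 0.34, with 14 of 17 higher (adjusted p = 0.00281, and adjusted p = 0.585 with an estimated correlation), a call lost without array 46 (0.18). The effect of LPS on these lists was not shown to differ between VG and SH. The difference of the effects had a median of 0.18 for acute inflammation (18 of 29 genes higher, adjusted p = 0.689). It was -0.36 for the interferon response (14 of 17 lower, adjusted p = 0.457) and 0.03 for glucocorticoid targets (8 of 13 higher, adjusted p = 0.908). The rats within each LPS group varied. Relative to the average of the 56 arrays, interferon response genes lay at 1.71, 2.04 and 0.86 in SH LPS arrays 5, 7 and 42 but at -0.77 in array 6. They lay at 0.45, 1.76 and 1.19 in VG LPS arrays 9, 10 and 46 but at -0.72 and -0.59 in arrays 11 and 12.
Among single genes in SH rats, Ptgs2, which encodes the inducible prostaglandin synthase, had a log2 intensity of 5.91 ± 0.59 (SD, n = 4) after LPS and 4.69 ± 0.28 (SD, n = 4) after NaCl, with 3 of 4 LPS arrays above every NaCl array. The interferon-induced genes Ifit3 and Rsad2 differed by 3.65 (standard error 1.15) and 2.46 (standard error 0.90), each with 3 of 4 arrays beyond the other group. Bcl3, a regulator of NF-kB, differed by 0.85 (standard error 0.22) and Serpinb6b, a protease inhibitor, by -1.13 (standard error 0.22), each in 4 of 4 arrays. Pdk4 and Fkbp5, both induced by glucocorticoids, differed by 1.28 (standard error 0.51) and 0.59 (standard error 0.25). Cldn5, a tight junction protein of brain vessels, differed by -1.07 (standard error 0.42). Each of these 3 genes had 3 of 4 arrays beyond the other group, and Fkbp5 differed by 0.39 without SH LPS array 7. Of these 8 genes, 0 passed in limma, with an adjusted p between 0.940 and 1.00. Of 36685 transcript clusters, limma called 0 between SH LPS and SH NaCl. At an unadjusted p under 0.05 there were 1253, and the methods' analysis of variance called 0. Without SH NaCl array 44, 1 was called. When adjusted over the list alone, 13 of 17 interferon response genes, 1 of 29 acute inflammation genes and 0 of 13 glucocorticoid targets passed in SH rats, and 0, 10 and 3 in VG rats.
In VG rats, Klra1, a lectin-like receptor of natural killer cells that is dim in this tissue, was the 1 transcript cluster called (log2 difference 1.40, standard error 0.20, adjusted p = 0.0353). It was at 3.87 ± 0.23 (SD, n = 5) after LPS and 2.47 ± 0.17 (SD, n = 3) after NaCl, with 5 of 5 LPS arrays above every NaCl array. The call was lost without any 1 of VG LPS arrays 9, 11, 12 and 46 or VG NaCl arrays 13, 14 and 15, where 0 were called. Over all alternatives the difference for Klra1 lay between 1.31 and 1.51 and its adjusted p between 0.00968 and 0.231. Between VG LPS and VG NaCl 2576 had an unadjusted p under 0.05, and the methods' analysis of variance called 0. The cytokine Il1b differed by 1.19 (standard error 0.30, adjusted p = 0.419), and the adhesion molecule Icam1 by 1.44 (standard error 0.40, adjusted p = 0.495). Ptgs2 differed by 1.46 (standard error 0.42, adjusted p = 0.511) and Bcl3 by 1.08 (standard error 0.23, adjusted p = 0.263), and all 4 genes had 5 of 5 LPS arrays above every NaCl array. The chemokine Cxcl11 differed by 3.50 (standard error 1.53, adjusted p = 0.664), with 4 of 5. The immediate early gene Egr1 differed by 0.95 and Fkbp5 by 0.74, with 5 of 5 for each (adjusted p = 0.539 and adjusted p = 0.566), and Fkbp5 by 0.48 without VG LPS array 46. Omd, a matrix protein, differed by 2.10 (standard error 0.37, adjusted p = 0.105, 5 of 5). Markers of neighbouring tissue moved in the same comparison: markers of the meninges were higher by a median of 0.59 in 7 of 7 genes (adjusted p = 0.000106; adjusted p = 0.585 with an estimated correlation). Markers of the thalamus had a median of -0.98, lower in 4 of 4 genes (adjusted p = 0.000281; adjusted p = 0.533 with an estimated correlation). Without VG NaCl array 13 the meninges markers differed by 0.34 (adjusted p = 0.155, in a range from 4.83e-07 to 0.585 over the alternatives). Markers of ependyma and tanycytes were higher by 0.35 in VG LPS than in VG NaCl, in 5 of 5 genes (adjusted p = 0.0370, and adjusted p = 0.533 with an estimated correlation). In SH LPS they were lower than in SH NaCl by a median of -0.24, in 4 of 5 (adjusted p = 0.0267, and adjusted p = 0.533 with an estimated correlation), and the effects differed between VG and SH by 0.46 (adjusted p = 0.00120, and adjusted p = 0.533 with an estimated correlation). The first call was lost without VG LPS array 10, 11 or 12 or VG NaCl array 13 or 15 (0.13 to 0.45, adjusted p from 0.0544 to 0.101), and the second without SH LPS array 6 or 7 or SH NaCl array 44 (-0.22, -0.21 and -0.15, adjusted p from 0.0624 to 0.111). Over the alternatives their adjusted p lay between 0.00727 and 0.533 and between 0.0126 and 0.533. The paper chose Vim, 1 of these 5 genes, from these arrays for a low p, so the list is not independent evidence.

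**Figure D1:**
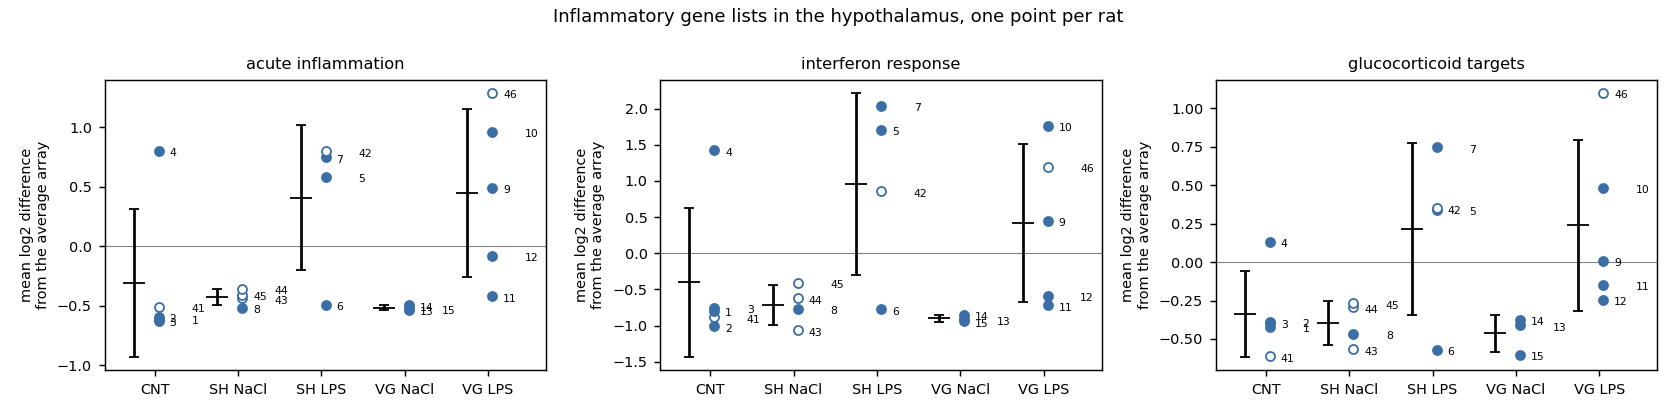
Mean log2 difference from the average of the 56 arrays for acute inflammation genes, interferon response genes and glucocorticoid targets in each rat of the 5 groups, with the group mean ± SD at the left of the points. Open points are arrays 41 to 56; for the interferon response SH LPS array 6 and VG LPS arrays 11 and 12 lie at -0.77, -0.72 and -0.59, near the NaCl groups, and CNT array 4 at 1.42.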

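Between vagotomized and sham-operated rats that had received saline, transporters of amino acids and markers of microglia were lower in VG NaCl (n = 3) than in SH NaCl (n = 4) by camera with a preset correlation. Neither list passed with an estimated correlation, and microglia markers did not pass with the array set in the fit. Amino acid transporters, which move glutamate, glutamine and large neutral amino acids across membranes, were lower by a median log2 difference of -0.29, in 11 of 11 genes (limma's camera, adjusted p = 0.0104; adjusted p = 0.533 with an estimated correlation). Slc7a8 and Slc3a2, partners in a transporter of large neutral amino acids, were at 6.11 ± 0.12 (SD, n = 3) against 6.56 ± 0.07 (SD, n = 4) and at 7.58 ± 0.11 (SD, n = 3) against 7.93 ± 0.06 (SD, n = 4), each lower in 3 of 3 arrays. Slc38a3, a glutamine transporter, differed by -0.48 (standard error 0.20), in 2 of 3, and by -0.30 with the array set in the fit. Microglia markers differed by a median of -0.25, with 10 of 11 lower (adjusted p = 0.0380; adjusted p = 0.652 with an estimated correlation). The fractalkine receptor Cx3cr1 differed by -1.02 (standard error 0.36) in 3 of 3 arrays and the complement receptor Itgam by -0.96 (standard error 0.34) in 2 of 3. With the array set in the fit Cx3cr1 differed by -0.60, and without VG NaCl array 13 Itgam differed by -0.64. In arrays 1 to 40 alone, a choice made after the values were seen that leaves 1 SH NaCl array, Cx3cr1 differed by -0.25, Slc38a3 by -0.09 and Itgam by -1.56. Vim, the intermediate filament of tanycytes, astrocytes and vessels, was at 8.25 ± 0.24 (SD, n = 3) in VG NaCl and 9.11 ± 0.21 (SD, n = 4) in SH NaCl, lower in 3 of 3 arrays. Cfap43, Zbbx and Dnali1, genes of motile cilia named for their small p, differed by -1.17 (standard error 0.23), -1.08 (standard error 0.23) and -0.93 (standard error 0.20), each lower in 3 of 3 arrays. No list of cilia genes was tested.
Neither Vim nor these cilia genes passed (limma, adjusted p = 0.268 for each). Slc7a8 (adjusted p = 0.424), Slc38a3 (adjusted p = 0.570), Slc3a2 (adjusted p = 0.595), Cx3cr1 and Itgam (adjusted p = 0.473 for both) did not either. Grin2b, a subunit of the NMDA receptor, differed by 0.74 (standard error 0.20, adjusted p = 0.403), higher in 3 of 3 arrays. Between VG NaCl and SH NaCl, limma called 0 transcript clusters and the methods' analysis of variance called 0, with 2924 at an unadjusted p under 0.05. Without SH NaCl array 44, limma called 1. Adjusted over the list alone, 1 amino acid transporter was lower, 1 glutamate system gene was higher, 1 marker of ependyma and tanycytes was lower and 0 microglia markers passed. With the array set in the fit, amino acid transporters differed by -0.38 (adjusted p = 0.0356), Vim by -0.79, and microglia markers by -0.13 (adjusted p = 0.419). The call for amino acid transporters was lost without VG NaCl array 14 (-0.28, adjusted p = 0.0641), and over the alternatives its adjusted p lay between 0.00554 and 0.533. The call for microglia markers was lost without VG NaCl array 13 (-0.18, adjusted p = 0.219), VG NaCl array 14 (-0.29, adjusted p = 0.175) or SH NaCl array 45 (-0.09, adjusted p = 0.332), with a range from 0.00382 to 0.652. Only SH NaCl array 8 shares a set with the VG NaCl arrays. Amino acid transporters lay at 0.09 in it and between -0.17 and -0.06 in VG NaCl, and microglia markers at -0.03 in it and between -0.27 and -0.00.
Other groups of genes did not pass between VG NaCl and SH NaCl. The median difference was -0.10 for acute inflammation (adjusted p = 0.998), 0.03 for the HPA axis (adjusted p = 0.748, mean -0.03) and -0.05 for the GABA system (adjusted p = 0.782, mean 0.02). It was 0.02 for the glutamate system (adjusted p = 0.518), -0.09 for the glycine system (adjusted p = 0.969) and -0.07 for the monoamine system (adjusted p = 0.539). Microglia markers were higher in SH NaCl than in CNT, by a median of 0.17 in 11 of 11 genes (adjusted p = 0.0438, and adjusted p = 0.652 with an estimated correlation), and differed by -0.07 between VG NaCl and CNT (adjusted p = 0.666). The call against CNT was lost with the array set in the fit (0.15, adjusted p = 0.419) and without CNT array 2, 3, 4 or 41 (0.16 to 0.19, adjusted p from 0.0639 to 0.0980) or SH NaCl array 45 (0.08, adjusted p = 0.602), in a range from 0.00929 to 0.652. Against the CNT rats limma called 0 transcript clusters in each of SH NaCl, SH LPS, VG NaCl and VG LPS, and the methods' analysis of variance called 0. At an unadjusted p under 0.05 there were 1807, 1320, 2230 and 2115. Without CNT array 41, 1 was called for SH NaCl. Acute inflammation genes were higher than in CNT by a median of 0.61 in SH LPS (27 of 29 genes, adjusted p = 1.38e-10; adjusted p = 0.628 with an estimated correlation). They were higher by 0.81 in VG LPS (28 of 29 genes, adjusted p = 8.95e-13; adjusted p = 0.533 with an estimated correlation). Interferon response genes were higher by 0.97 in SH LPS (17 of 17, adjusted p = 3.77e-12, and adjusted p = 0.533 with an estimated correlation) and by 0.62 in VG LPS (17 of 17, adjusted p = 0.000133, and adjusted p = 0.833 with an estimated correlation), the latter lost without VG LPS array 10 (0.31) and at 1.015 without CNT array 4. Glucocorticoid targets were higher by 0.60 in SH LPS (11 of 13, adjusted p = 4.48e-05, and adjusted p = 0.652 with an estimated correlation) and by 0.54 in VG LPS (13 of 13, adjusted p = 4.33e-07, and adjusted p = 0.533 with an estimated correlation). In VG LPS against CNT choroid plexus markers were also higher by 0.73 (8 of 9, adjusted p = 0.0121, and adjusted p = 0.890 with an estimated correlation) and immediate early genes by 0.21 (14 of 17, adjusted p = 0.0294, and adjusted p = 0.753 with an estimated correlation). Hypothalamic neuropeptides were lower by a median of -0.24 (13 of 15, adjusted p = 0.0294, and adjusted p = 0.690 with an estimated correlation) and the GABA system by -0.20 (10 of 14, adjusted p = 0.0434, and adjusted p = 0.788 with an estimated correlation). None of these 4 lists passed without VG LPS array 46, where their medians were 0.07, 0.23, -0.01 and -0.00. Each was lost without some other array as well: choroid plexus markers without CNT array 4, immediate early genes without CNT array 3 (0.07), neuropeptides without CNT array 2, and the GABA system without CNT array 2, 3 or 4, VG LPS array 12 or the arrays run a second time. In VG NaCl against CNT, interferon response genes were lower by -0.44 (16 of 17, adjusted p = 0.0481, and adjusted p = 0.958 with an estimated correlation), but at 0.03 without CNT array 4, and the call was also lost without VG NaCl array 13, 14 or 15 and with the array set in the fit. Thalamus markers were higher by 0.58 (4 of 4, adjusted p = 0.0294, and adjusted p = 0.652 with an estimated correlation), lost without CNT array 1 (0.40) or VG NaCl array 13 (0.44) or 15 and with all 56 arrays in the fit. The 4 genes of the paper's qPCR were lower by -0.26 (3 of 4, adjusted p = 0.0302, and adjusted p = 0.533 with an estimated correlation), lost without CNT array 2 or VG NaCl array 13 (-0.17) or 15 and with all 56 arrays in the fit. They were chosen by the paper from these arrays. CNT array 4 carried a mean of 0.80 for acute inflammation genes and 1.42 for the interferon response. The other 4 CNT arrays lay between -0.63 and -0.51 for acute inflammation.

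**Figure D2:**
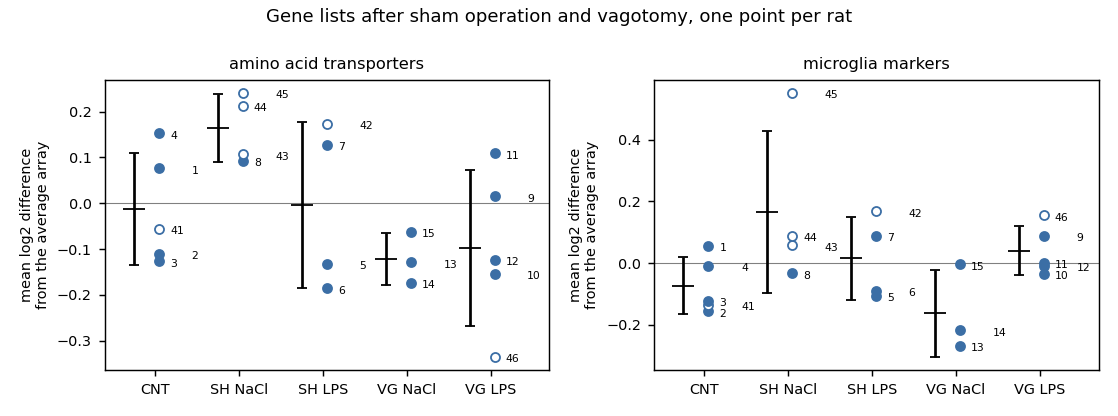
Mean log2 difference from the average of the 56 arrays for amino acid transporters and microglia markers in each rat of the 5 groups, with the group mean ± SD at the left of the points. Open points are arrays 41 to 56; the 3 VG NaCl arrays lie between -0.17 and -0.06 for amino acid transporters, below the 4 SH NaCl arrays.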

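Of the 7 genes taken to qPCR, 4 had a transcript cluster of their own among the deposited values: Actn2, which encodes an actin cross-linker, Gabrg1, a subunit of the GABA-A receptor, the neuropeptide gene Oxt, and Vim. Vim (transcript cluster 17717148) was 8.91 ± 0.19 (SD, n = 5) in VG LPS and 8.25 ± 0.24 (SD, n = 3) in VG NaCl on the log2 scale, higher in 5 of 5 arrays. Its exact permutation p = 0.0179 is the smallest that 5 arrays against 3 allow, and limma gave an adjusted p = 0.419. Its difference of -0.86 between VG NaCl and SH NaCl had an exact permutation p = 0.0286, the smallest that 3 arrays against 4 allow. Its difference of -0.60 between VG NaCl and CNT had an exact permutation p = 0.0357. Actn2 (17716373) differed by 0.77 between VG LPS and VG NaCl (exact permutation p = 0.0357, higher in 4 of 5 arrays), by 0.40 between VG LPS and CNT (exact permutation p = 0.0317) and by 0.32 between VG LPS and SH LPS (exact permutation p = 0.0714). In arrays 1 to 40 alone, chosen after the values were seen, the last 2 were 0.24 and 0.17. Gabrg1 (17689679) differed by -0.32 between VG LPS and CNT (exact permutation p = 0.0635) and by -0.14 between VG LPS and SH LPS (exact permutation p = 0.484). Without VG LPS array 46 these were -0.21 and -0.03, and the latter was -0.04 without SH LPS array 5.
Oxt (17766338), the gene of oxytocin, was 8.69 ± 2.10 (SD, n = 5) in VG LPS and 9.92 ± 0.26 (SD, n = 4) in SH LPS, a difference of -1.23 (exact permutation p = 0.262). It differed by -1.27 from CNT (exact permutation p = 0.183) and by -1.31 from VG NaCl (exact permutation p = 0.393). VG LPS array 46 carried an Oxt value of 4.95 and made most of this spread. Without it VG LPS differed by -0.29 from SH LPS, by -0.33 from CNT and by -0.38 from VG NaCl. Of the 19 comparisons listed in Supplementary Table 4, 11 concern these 4 genes. Their unadjusted p-values from limma averaged 0.0702 (SD 0.103), with 6 of the 11 under 0.05, and the mean was 0.185 without VG LPS array 46. The paper's own values for the same 11 average 0.0195. All permutation tests are two-sided on the difference of the group means, and adjusted over the 11 comparisons the smallest was 0.0785, shared by the 3 of Vim and the Actn2 comparisons with CNT and VG NaCl. The genes were chosen by the paper from these arrays, so their p-values are not independent evidence. No value is given for Cxcl14, Gria1 and Rab1b, because no transcript cluster is assigned to any of them alone.

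**Figure D3:**
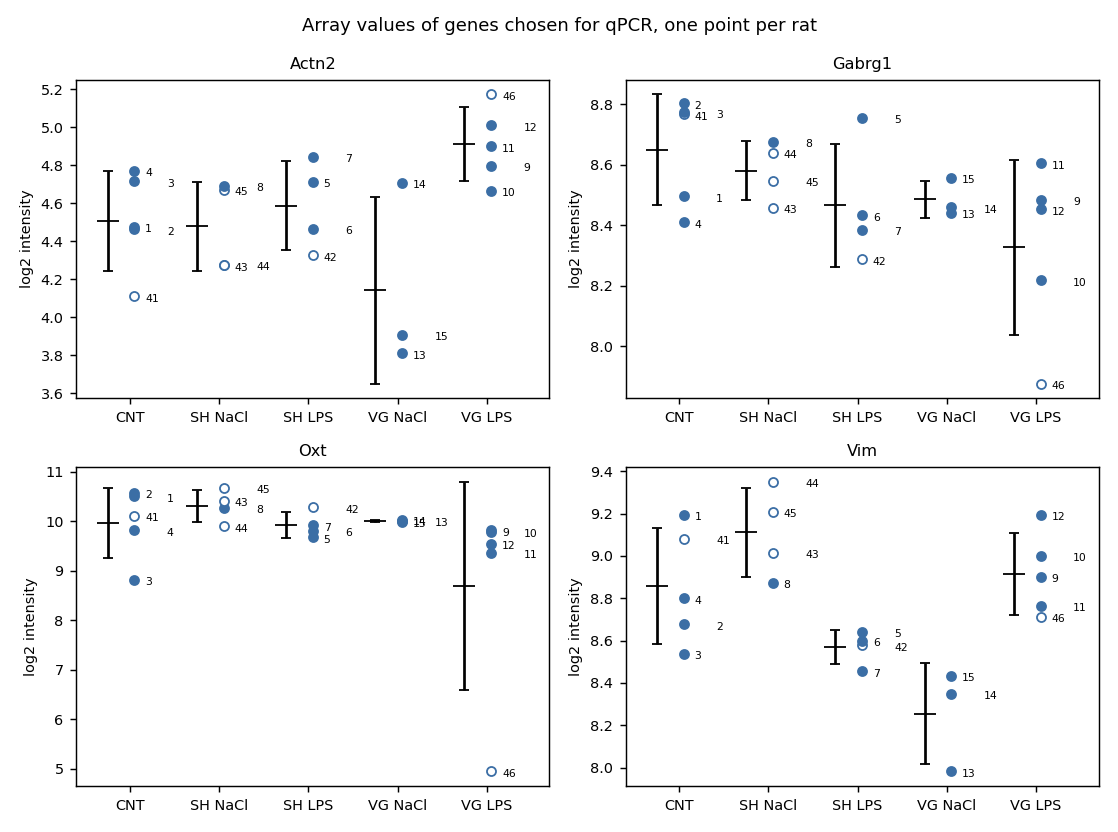
Log2 intensity of Actn2, Gabrg1, Oxt and Vim in each rat of the 5 groups, with the group mean ± SD at the left of the points. Open points are arrays 41 to 56; VG LPS array 46 lies at 4.95 for Oxt, below all others.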

The qPCR analysis showed that the studied genes (*Actn2, Cxcl14, Gabrg1, Gria1, Oxt, Rab1b*, and *Vim*) do not respond to experimental conditions, thus supporting data from microarrays (see Supplementary Table 4).

**FIGURE 3:**
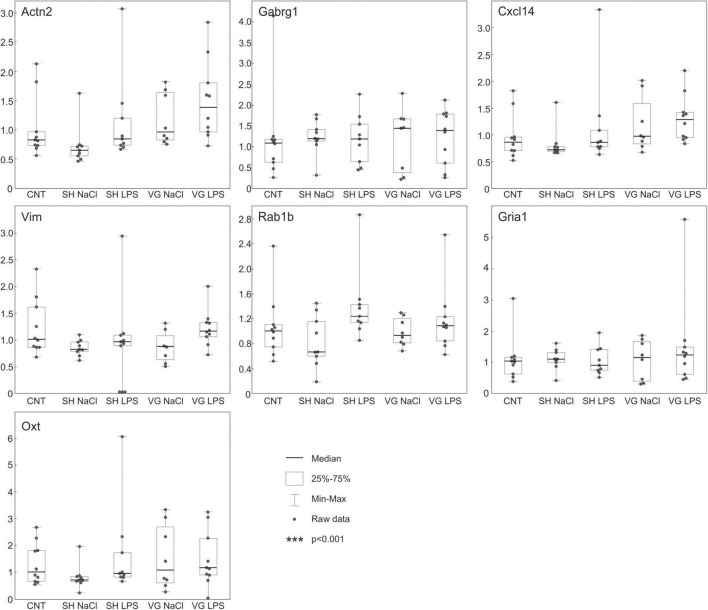
QPCR analysis confirms that experimental procedures did not affect the hypothalamic gene expression pattern. The whiskers extend from the hinge to the smallest/largest value no further than 1.5 × IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). Data beyond the end of the whiskers are called “outlying” points and are plotted individually.

## Discussion

### Vagotomy Affects Precursors of Monoamine Neurotransmitters in the Hypothalamus

Vagal denervation attenuates inflammation-induced increase of plasma corticosterone and ACTH concentrations for up to 2 weeks (Fleshner et al., 1995; Wieczorek and Dunn, 2006). Afterward, this effect of vagotomy is diminished. This indicates that the proper functioning of the anti-inflammatory HPA axis is restored in the long run.

However, even after 1 month following a vagotomy, a monoaminergic neurotransmission in the hypothalamus (a first element of the anti-inflammatory HPA axis), as well as in other limbic system structures, is deregulated (Kobrzycka et al., 2019). We confirmed these results in this work by observing an increase in a number of precursors of the monoaminergic neurotransmitters (tyrosine and tryptophan) in the hypothalamus of the vagotomized animals. In fact, a similar tendency to increase tryptophan concentration was also noticed by Wieczorek and Dunn (2006) in many brain areas of vagotomized mice. CNS may require higher amounts of the precursors because they are necessary for reported increased dopamine and serotonin synthesis and turnover in many brain regions after the subdiaphragmatic vagotomy (Wieczorek and Dunn, 2006; Kobrzycka et al., 2019). It is also worth noting that one of the side effects of subdiaphragmatic vagotomy procedure is a slowed movement of food through the digestive system (Martin et al., 1977), which also may affect the content of tyrosine and tryptophan in blood (Fernstrom and Fernstrom, 2007; Kapalka, 2010; Al Mushref and Srinivasan, 2013; Fu et al., 2014).

### Vagotomy Affects Amino Acid Neurotransmitters in the Hypothalamus

Hypothalamus is innervated by monoaminergic fibers originating from a number of brain areas directly or indirectly affected by nucleus tractus solitarius (NTS), which distributes the sensory information from the vagus nerve (Rinaman, 2007; Myers et al., 2012; Elson and Simerly, 2015; Miller and Yeh, 2017; Weidenfeld and Ovadia, 2017). Those innervations modulate hypothalamic functions, i.e., by affecting hypothalamic concentrations of amino acid neurotransmitters (e.g., GABA and Glycine) and, subsequently, post-synaptic potentials (Miller and Yeh, 2017). Previously, we observed vagotomy caused changes in monoaminergic neurotransmission in many of those areas (e.g., AM, PAG, and HIP) and the hypothalamus itself. In this work, we show a modest increase in the hypothalamic concentration of amino acid neurotransmitters in full-recovered animals subjected previously to vagotomy as compared to sham procedure. Similar results were reported by Klarer et al. (2014), who studied amino acid neurotransmitters in several other limbic brain structures. Based on these results, we hypothesize that those vagotomy-induced changes in hypothalamic amino acid neurotransmitters may be caused by deregulated monoaminergic signaling originating in limbic structures.

Glutamate, aspartate, and glycine innervation of the hypothalamus originate from the brainstem and internal hypothalamic circuit (Ziegler et al., 2005; Noori et al., 2017; Varga et al., 2019). Glutamate, aspartate, and glycine inhibit CRH release from the hypothalamus *in vitro* (Buckingham and Hodges, 1977; Patchev et al., 1994). In our experiment, we observed increased levels of all of these neurotransmitters in the vagotomized group regardless of LPS-induced inflammation. Such observation suggests suppression of CRH release and in consequence HPA axis activity. However, such a hypothesis would be in opposition to the previously mentioned restoration of LPS-induced corticosterone increase in long-term recovered vagotomized rats. This apparent incompatibility might be explained by intensified GABA concentration in the hypothalamus.

In basal conditions, the tonic, inter-hypothalamic GABA circuit suppresses the activity of hypothalamic CRH-releasing neurons (Kovács et al., 2004). Our results show that this mechanism is intensified in vagotomized animals compared to sham-operated animals. We propose that this intensification of basal hypothalamic GABA release may underlie reported down-regulation of corticosterone release in animals that underwent vagotomy procedure a few days before measurement (Fleshner et al., 1995; Wieczorek and Dunn, 2006). As we report here, 30 days after vagotomy procedure, hypothalamic GABA concentration is even higher in inflammatory conditions. We think that this may be a result of enhanced external inhibitory signals, especially amygdalic GABA-GABA disinhibitory connections (Herman et al., 2004), which would inhibit the activity of the inter-hypothalamic GABA circuits. Thus, the internal hypothalamic inhibition of CRH release would be suppressed, and in consequence, hypothalamic hormonal activity and further adrenal corticosterone release in response to inflammation would be the same as in sham animals (Kobrzycka et al., 2019). This is indeed what we observe in our studies. However, this hypothesis requires further, more detailed investigation.

Another amino acid crucial for hypothalamic functioning is glycine. Glycine inhibits orexin- mediated arousal, energy homeostasis, and reward-seeking. It also promotes sleep and decreases body temperature during sleep episodes *via* peripheral vasodilation (Kawai et al., 2015). In conscious rats, glycine acts in PVN to enhance the renal excretion of water and sodium and decrease central sympathetic outflow to the heart and kidneys (Krowicki and Kapusta, 2011). Glycine can act allosterically as an excitatory modulator of the NMDA subtype of ionotropic glutamate receptors and through the activation of NMDA receptors in suprachiasmatic nucleus (SCN). Glycine is also involved in oxytocin and vasopressin synthesis in magnocellular neurosecretory cells (MNCs) in the PVN and SON (supraoptic nucleus) and a significant tonic inhibitory effect is mediated through ionotropic GlyR (Choe et al., 2016).

In the context of HPA axis activity, glycine can inhibit hypothalamic vasopressin synthesis (Hussy et al., 2001; Choe et al., 2016) which synergistically to CRH stimulates ACTH secretion (Mazzocchi et al., 1997; Papadimitriou and Priftis, 2009). Glycine also decreased the spontaneous release of CRH from the hypothalamus but does not affect hypothalamic CRH content (Buckingham and Hodges, 1977). This observation comes, however, from a study carried out on isolated hypothalamic tissue with restrictive controlled neurotransmission alterations – that does not consider simultaneously changes of other neurotransmitters content. *In vivo* studies showed that intracerebroventricular (Rundgren et al., 1993) or intravenous (Hahn et al., 1991) glycine infusion may increase vasopressin plasma levels. This difference originating from the different routes of glycine administration might be an important factor in the interpretation of our results.

The raphe magnus and the ventrolateral periaqueductal gray were found to be the exclusive sources of the inhibitory glycinergic innervation in the PVN (Varga et al., 2019). Although sufficient amounts of glycine are synthesized *de novo*, exogenous glycine passively diffuses across the blood-brain barrier and modulates neurotransmission in the CNS (Kawai et al., 2015). Observed after vagotomy increase in hypothalamic glycine concentration might result from altered neurotransmission of other brain structures, but also, as mentioned before, from altered after vagotomy peristalsis.

We do not know how the immune signals reach the CNS in vagotomy conditions in the early stages of inflammation. We think that this may be an effect of an alternative mechanism replacing disrupted vagus-mediated signaling pathway. Wieczorek and Dunn (2006) suggested that this mechanism might be associated with changes in prostaglandin signaling. In fact, Dalli et al. (2017) showed that even unilateral subdiaphragmatic truncal vagotomy significantly alters macrophage lipid profile, which is involved in the metabolism of arachidonic acid during intraperitoneal inflammation. Additionally, they reported that following left trunk vagotomy, the expression of COX2, an enzyme involved in PGE2 synthesis, significantly increased in macrophages (Dalli et al., 2017). We consider that elevation of inflammation-induced PGE2 synthesis may take over immune-to-CNS communication after vagotomy. We think that elevation of inflammation-induced PGE2 synthesis may take over immune-to-CNS communication after vagotomy, as we suggested previously (Kobrzycka et al., 2019). In theory, blood-borne PGE2 reaches the brain *via* the bloodstream, where it acts upon epithelial cells of blood vessels. These vessels preserve intact prostaglandin-related cellular machinery after vagotomy (Sergeev and Akmaev, 2000). Once at the brain, PGE2 activates CVOs, PVN, and NTS (Sekiyama et al., 1995; Ek et al., 1998; Rocca and FitzGerald, 2002; Cai et al., 2014; Le Maître et al., 2015) and subsequently, other brain areas in a way similar to the now non-functional vagus nerve (Sekiyama et al., 1995; Marty et al., 2008).

Some authors proposed an alternative to the vagal, neural route of immune to CNS communication. Splanchnic sympathetic nerves were shown to control inflammation processes, induced by intravenous administration of LPS (Martelli et al., 2014, 2019). It was proposed that splanchnic sympathetic nerves constitute an efferent part of the inflammatory reflex along with vagal afferents or/and bloodstream as sensory routes of immune to CNS communication (Komegae et al., 2018; McAllen et al., 2022). We cannot exclude that after abdominal vagal denervation, part of immune sensory functions is taken over by other sensory fibers. However, we could not find information about such a process occurring during intraperitoneal inflammation. Until such a process is observed, the vagus nerve is still considered the main immune sensory neural pathway from the abdominal cavity to CNS (Pavlov and Tracey, 2017).

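During inflammation, markers of the meninges, of ependyma and tanycytes and of the choroid plexus were higher in vagotomized than in sham-operated rats. Markers of the thalamus were lower. Both hold by camera with a preset correlation, but none of these 4 lists passed with an estimated correlation. The choroid plexus difference rested on 1 array, VG LPS array 46. No gene of the hypothalamic stress axis passed the test between VG LPS (n = 5) and SH LPS (n = 4). Crh, the releasing hormone that starts the HPA response, differed by -0.16 on the log2 scale (standard error 0.31), and Nr3c1, the glucocorticoid receptor, by 0.03 (standard error 0.16). Ptgs2, the inducible prostaglandin synthase, differed by 0.21 (standard error 0.39), and all 3 had an adjusted p of 1.00 from limma. These directions turned when 1 array was left out. Crh was 0.05 without VG LPS array 46 and 0.01 without SH LPS array 42, and Ptgs2 was -0.08 without SH LPS array 6. Nr3c1 lay between -0.03 and -0.01 without SH LPS array 6, VG LPS array 10 or VG LPS array 12. Avp, which encodes vasopressin, was 8.55 ± 2.12 (SD, n = 5) in VG LPS and 9.45 ± 0.33 (SD, n = 4) in SH LPS, and 0.03 higher in VG LPS without array 46. Genes of the meninges were higher in VG LPS by a median of 0.70, in 7 of 7 (camera, adjusted p = 2.26e-08; adjusted p = 0.533 with an estimated correlation). Markers of ependyma and tanycytes were higher by 0.35, in 5 of 5 (adjusted p = 0.00300, and adjusted p = 0.533 with an estimated correlation). Meninges markers were also lower than in CNT in SH LPS (-0.60, 7 of 7, adjusted p = 6.93e-07, and adjusted p = 0.533 with an estimated correlation), in SH NaCl (-0.41, 7 of 7, adjusted p = 0.000132, and adjusted p = 0.585 with an estimated correlation) and in VG NaCl (-0.49, 7 of 7, adjusted p = 0.000728, and adjusted p = 0.652 with an estimated correlation). In SH NaCl they were at -0.22 with the array set in the fit and at -0.23 without CNT array 1, with the call kept. Without VG NaCl array 13 the last was -0.09 (adjusted p = 0.396, in a range from 2.44e-06 to 0.652). Between VG LPS and CNT they had a median of 0.15 (adjusted p = 0.539). Averaged over NaCl and LPS they were higher in VG than in SH by 0.42, in 7 of 7 (adjusted p = 0.00300, and adjusted p = 0.708 with an estimated correlation), and by 0.21 without VG NaCl array 14 (adjusted p = 0.0987, in a range from 9.52e-06 to 0.708). The matrix genes Ogn and Lum differed by 1.21 (standard error 0.41) and 0.78 (standard error 0.26), with 3 of 5 and 5 of 5 arrays above every SH LPS array. The sulfate transporter Slc13a4 differed by 1.18 (standard error 0.37, 3 of 5) and Ptgds, a prostaglandin D synthase of the meninges, by 1.18 (standard error 0.33, 5 of 5), and none of these 4 genes passed the adjustment. Against CNT, Ptgds differed by -1.23 in SH LPS and by -1.22 in SH NaCl (standard error 0.33 for both), without passing. Thalamus markers were lower by a median of -0.60, in 4 of 4 (adjusted p = 0.00283; adjusted p = 0.533 with an estimated correlation). Their call was lost without SH LPS array 42 (-0.43, adjusted p = 0.0995, in a range from 0.000182 to 0.533). Choroid plexus markers were higher by 0.70, in 9 of 9 (adjusted p = 0.00424; adjusted p = 0.833 with an estimated correlation). They were at -0.07 (adjusted p = 0.856) without VG LPS array 46 and at 0.44 (adjusted p = 0.0537) without SH LPS array 5, in a range from 0.000164 to 0.856. Of them, the potassium channel Kcnj13 was 4.68 ± 1.78 (SD, n = 5) in VG LPS and 3.37 ± 0.51 (SD, n = 4) in SH LPS, a difference of 1.31 and of 0.60 without array 46.
Interferon response genes were lower in VG LPS by a median of -0.58, in 16 of 17 (adjusted p = 0.0420, and adjusted p = 0.953 with an estimated correlation). Without VG LPS array 46 the median was -0.65 (camera with a preset correlation, adjusted p = 0.00255). The call was lost without SH LPS array 5 (-0.32, adjusted p = 0.502), SH LPS array 7 (-0.17, adjusted p = 0.679), VG LPS array 9 (-0.60, adjusted p = 0.115), VG LPS array 11 (-0.28, adjusted p = 0.646) or VG LPS array 12 (-0.28, adjusted p = 0.327), in a range from 1.17e-07 to 0.953 over the alternatives. Rsad2, an antiviral enzyme, differed by -1.06 (standard error 0.86), and by -0.53 to -1.81 with 1 array left out. Acute inflammation genes differed by a median of 0.09, with 19 of 29 higher (adjusted p = 0.440), glucocorticoid targets by -0.09, with a mean of 0.02 (adjusted p = 0.562), and immediate early genes by 0.13 (adjusted p = 0.255). These medians were -0.14, -0.30 and 0.01 without VG LPS array 46. Transmitter systems did not pass either. The median was -0.18 for the GABA system (3 of 14 higher, adjusted p = 0.204), 0.04 for the glutamate system (mean -0.02, adjusted p = 0.912) and -0.02 for the glycine system (adjusted p = 0.561). It was -0.06 for the monoamine system (adjusted p = 0.779), 0.03 for the cholinergic system (mean -0.00, adjusted p = 0.969) and -0.10 for amino acid transporters (2 of 11 higher, adjusted p = 0.480). Slc32a1, the vesicular GABA transporter, differed by -0.19 (standard error 0.13), and Slc17a6, a vesicular glutamate transporter, by -0.43 (standard error 0.29). These were -0.09 and -0.04 without VG LPS array 46. Hypothalamic neuropeptides differed by -0.16 (3 of 15 higher, adjusted p = 0.204), the HPA axis by -0.14 (4 of 12 higher, adjusted p = 0.430) and the prostaglandin pathway by 0.05 (15 of 23 higher, adjusted p = 0.378; Ptgds alone passed when adjusted over the list alone). When VG LPS array 46 was left out, the medians were 0.02 for neuropeptides, 0.03 for the HPA axis, 0.02 for the prostaglandin pathway and -0.01 for the GABA system. They were -0.00 for the glutamate, 0.03 for the glycine, 0.02 for the monoamine and -0.08 for the cholinergic system, and -0.03 for amino acid transporters.
Markers of cells and regions were also compared. The medians were -0.01 for microglia (mean 0.02, adjusted p = 0.911), -0.15 for astrocytes (adjusted p = 0.518) and -0.09 for oligodendrocytes (adjusted p = 0.75). They were 0.14 for vessels (adjusted p = 0.360) and 0.22 for blood (adjusted p = 0.480). For markers of regions they were -0.30 for the paraventricular nucleus (adjusted p = 0.403), -0.08 for the arcuate nucleus (adjusted p = 0.912), -0.27 for the ventromedial nucleus (adjusted p = 0.755) and -0.03 for the suprachiasmatic nucleus (adjusted p = 0.809). They were -0.12 for the striatum (adjusted p = 0.561), 0.32 for cortex and hippocampus (adjusted p = 0.153) and 0.02 for the anterior pituitary (adjusted p = 0.773). With array 46 left out they were 0.12 for the paraventricular, 0.07 for the arcuate and 0.17 for the ventromedial nucleus, 0.00 for the striatum, -0.23 for cortex and hippocampus and 0.11 for the anterior pituitary, and 0.10 for astrocytes, 0.27 for vessels and -0.00 for blood. The candidate reference genes differed by -0.07 (adjusted p = 0.828) and the 4 genes of the paper's qPCR by 0.09 (mean -0.17, adjusted p = 0.758). Without array 46 the reference genes differed by 0.09 and the qPCR genes by 0.12 (mean 0.08). Array 46 of VG LPS had a mean of -2.59 for the paraventricular nucleus and 3.31 for the choroid plexus relative to the average array, against -0.06 to 0.30 and -0.33 to 0.16 in the other 4 VG LPS arrays. Over all 36685 transcript clusters limma called 0 between VG LPS and SH LPS and the methods' analysis of variance called 0. At an unadjusted p under 0.05 there were 1518, of which 896 were higher. The smallest adjusted p was 0.135, for the dim keratin-associated gene Krtap10-9 (log2 difference 1.13, standard error 0.19, 5 of 5 arrays higher). Spnl1 followed (-1.02, standard error 0.20, adjusted p = 0.536, 5 of 5 lower). The median half-width of the 95% confidence interval of a difference was 0.447. In simulated data of the same group sizes, 60% of changes at a log2 difference of 1 were called. The simulated noise was independent, without an outlying array, array sets or correlation between transcript clusters. The share for the real arrays may therefore be lower.
The effect of LPS itself differed between VG and SH rats for 1 transcript cluster without a gene name, by -2.03 (standard error 0.29, adjusted p = 0.0415). There were 1971 at an unadjusted p under 0.05 and 0 called by the methods' analysis of variance. It was lost without any 1 of SH LPS arrays 5, 6 and 7, SH NaCl arrays 8, 43 and 45, VG LPS arrays 9, 10, 11, 12 and 46 or VG NaCl arrays 13, 14 and 15, where 0 were called. Vim had a difference of the LPS effects of 1.20 (standard error 0.23, adjusted p = 0.267), and Omd, a matrix protein, of 2.06 (standard error 0.51, adjusted p = 0.703). The difference was 0.53 for the amino acid transporter Slc7a8 (standard error 0.18, adjusted p = 0.922) and 0.23 for Ptgs2 (standard error 0.58, adjusted p = 0.993), which was -0.05 without SH LPS array 6. Averaged over NaCl and LPS, amino acid transporters were lower in VG than in SH rats by a median of -0.19, in 10 of 11 (adjusted p = 0.0104; adjusted p = 0.533 with an estimated correlation). In this average limma called 0 transcript clusters and the methods' analysis of variance 0, with 2594 at an unadjusted p under 0.05. The urea cycle enzyme Cps1 had the smallest adjusted p, 0.479 (log2 difference -0.48, standard error 0.09). Without VG LPS array 9, 1 transcript cluster was called. From altered amino acid transmitters in the hypothalamus, along with its earlier finding of altered monoamine systems in connected brain structures, the paper proposes that the vagal role after long recovery is taken over by external neurotransmitter input rather than by a change in basic hypothalamic function.

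**Figure D4:**
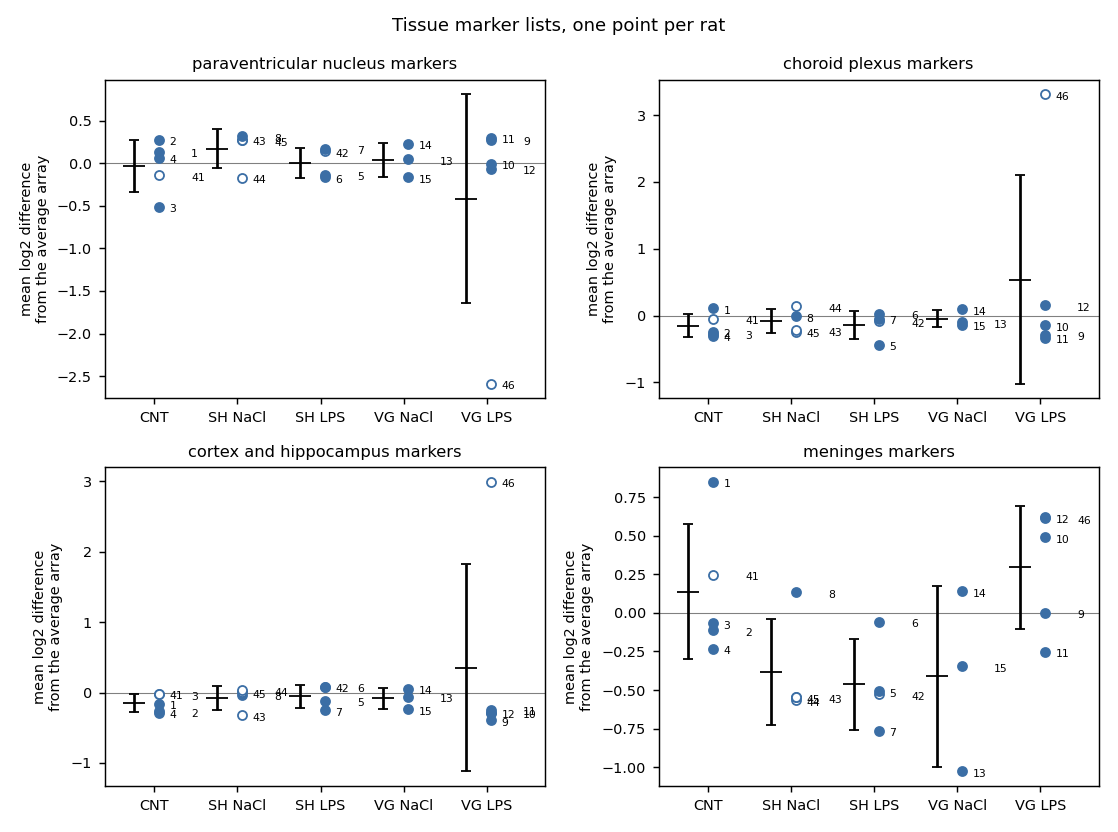
Mean log2 difference from the average of the 56 arrays for markers of the paraventricular nucleus, choroid plexus, cortex and hippocampus, and meninges in each rat of the 5 groups, with the group mean ± SD at the left of the points. Open points are arrays 41 to 56; VG LPS array 46 lies at -2.59 for the paraventricular nucleus, 3.31 for the choroid plexus and 2.99 for cortex and hippocampus.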

Microarray and subsequent Real-Time qPCR analysis suggest that the transcriptome does not affect the activity of the hypothalamus during inflammation in vagotomized rats after a 30-day-long recovery period. It would be interesting to see whether gene expression changes are more pronounced at earlier stages of recovery while later giving way to other compensatory mechanisms such as neurotransmission alterations. On the other hand, we found that amino acid neurotransmitters are deregulated in the hypothalamus of vagotomized animals after prolonged recovery. This, along with our previous finding on deregulated monoamine systems in brain structures affecting the functioning of the hypothalamus, suggests that vagal role in the regulation of HPA axis after a longer recovery period is replaced by changes in external neurotransmitter modulation of hypothalamic activity rather than alteration of basic hypothalamic functionality. Of course, the presented data do not fully describe the observed phenomena of restored HPA axis activity in recovered vagotomized animals. Previously, we presented changes in CNS monoaminergic neurotransmission. Here, we report changes in amino acid components in the hypothalamus. In neuronal tissue, amino acid neurotransmitters play a critical role in electrophysiological processes not investigated in this study. We also pay attention that observed changes might be evolving in time along with prolonged recovery after vagotomy. For future studies, we would like to extend our research to a few time points that allow us to establish the time dynamic of presented processes. For now, we simply report that hypothalamic amino acid neurotransmission is altered 30 days after vagotomy and it is an interesting issue for discussion and further investigation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199231.

## Ethics Statement

The animal study was reviewed and approved by the Local Ethical Committee for Animal Experiments in Łodz, 73/ŁB582/2012.

## Author Contributions

AK wrote the manuscript, isolated material for the microarray and qPCR analyses, and performed the qPCR and HPLC analysis as well as statistical analysis of the HPLC and ELISA results. AS wrote the manuscript, and oversaw and participated in isolation of the material for the microarray and qPCR analyses and coordinated them. MW designed the experiment, performed the experimental procedures on living animals, and collected the samples. JG performed the bioinformatic and statistical analyses of microarray data. MG, BB, and RI-N performed the microarray analysis. KP-K performed the ELISA tests. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Hypothalamic Neurochemical Changes in Long-Term Recovered Bilateral Subdiaphragmatic Vagotomized Rats
**Source:** Front Behav Neurosci. 2022 Jul 8;16:869526. doi: 10.3389/fnbeh.2022.869526
**Supplement:** Supplementary file 2

Supplementary Presentation 1: The R script used for statistical analysis of the QPCR results

```
library(tidyverse)
```

```
qpcrResults <- readr::read_tsv("qpcr_results.tsv")
```

```
tidy_qpcrResults <- qpcrResults %>%
```

```
  tidy::gather(key = "Gene", value = "ratio (R)", -c(Group, Name) )
```

```
tidy_qpcrResults %>%
```

```
  mutate(Group = recode(Group, C = "Control", S_1 = "Sham+LPS", S_3 = "Sham+NaCl",  
V_1 = "Vagotomy+LPS", V_3 = "Vagotomy+NaCl")) %>%
```

```
  ggplot(aes(x = Group, y = `ratio (R)`, fill = Group))+
```

```
  geom_boxplot()+
```

```
  facet_wrap(~Gene)+
```

```
  theme_light()
```

```
### Lets make Mann-Whitney-Wilcoxon
```

```
#wilcox.test(formula, data, subset) - needs 2 levels of factor for comparison
```

```
MWW_test <- wilcox.test(Actn2 ~ Group, data = qpcrResults, subset = Group == c("C",  
"S_1"))
```

```
MWW_test <- qpcrResults
```

```
MWW_test$C_vs_S_1 <- lapply(X = qpcrResults[3:9], FUN = function(X) { wilcox.test(X  
~ qpcrResults$Group, subset = qpcrResults$Group == c("C", "S_1")) })
```

```
MWW_test$C_vs_S_3 <- lapply(X = qpcrResults[3:9], FUN = function(X) { wilcox.test(X
~ qpcrResults$Group, subset = qpcrResults$Group == c("C", "S_3")) })
```

```
MWW_test$C_vs_V_1 <- lapply(X = qpcrResults[3:9], FUN = function(X) { wilcox.test(X
~ qpcrResults$Group, subset = qpcrResults$Group == c("C", "V_1")) })
```

```
MWW_test$C_vs_V_3 <- lapply(X = qpcrResults[3:9], FUN = function(X) { wilcox.test(X
~ qpcrResults$Group, subset = qpcrResults$Group == c("C", "V_3")) })
```

```
MWW_test$S_1_vs_S_3 <- lapply(X = qpcrResults[3:9], FUN = function(X) {
wilcox.test(X ~ qpcrResults$Group, subset = qpcrResults$Group == c("S_1", "S_3")) })
```

```
MWW_test$S_1_vs_V_1 <- lapply(X = qpcrResults[3:9], FUN = function(X) {
wilcox.test(X ~ qpcrResults$Group, subset = qpcrResults$Group == c("S_1", "V_1")) })
```

```
MWW_test$S_3_vs_V_3 <- lapply(X = qpcrResults[3:9], FUN = function(X) {
wilcox.test(X ~ qpcrResults$Group, subset = qpcrResults$Group == c("S_3", "V_3")) })
```

```
MWW_test$V_1_vs_V_3 <- lapply(X = qpcrResults[3:9], FUN = function(X) {
wilcox.test(X ~ qpcrResults$Group, subset = qpcrResults$Group == c("V_1", "V_3")) })
```

```
# Write-out resulting analysis
```

```
write_lines(x = rjson::toJSON(MWW_test), path = "MWW_test.json")
```

```
### Lets make Mann-Whitney-Wilcoxon
```

```
### Lets make a nice list o pvalues from Mann-Whitney-Wilcoxon
```

```
MWW_pval <- list()
```

```
nb <- 1
```

```
for(n_comp in seq_along(MWW_test))
```

```
{
```

```

for(n_gene in seq_along(MWW_test[[n_comp]]))
{
  MWW_pval$Comparison[[nb]] <- names(MWW_test[n_comp])
  MWW_pval$Gene[[nb]] <- names(MWW_test[[n_comp]][n_gene])
  MWW_pval$pval[[nb]] <- MWW_test[[n_comp]][[n_gene]]$p.value
  nb = nb + 1
}

}

```

```

df_MWW_pval <- as_tibble(MWW_pval)

### Lets make a nice list o pvalues from Mann-Whitney-Wilcoxon

```

```

### Lets filter in only comparisons/genes, that were significant in MA

which_comparisons_were_significant <-
readr::read_tsv("which_comparisons_were_significant.txt")

```

```

tidy_which_comparisons_were_significant <- which_comparisons_were_significant %>%
  tidyr::gather(key = "Gene", value = "ma", -c(Comparison) ) %>%
  mutate(
    key = paste0(Comparison, Gene),
    Comparison = NULL,
    Gene = NULL
  )

```

```

forMerge_df_MWW_pval <- df_MWW_pval %>%
  mutate(
    key = paste0(Comparison, Gene)
  )

```

)

```
merged_forMerge_df_MWW_pval <- merge(forMerge_df_MWW_pval,  
tidy_which_comparisons_were_significant, by = "key") %>%
```

```
select(-key) %>%
```

```
filter(!is.na(ma)) %>%
```

```
select(-ma)
```

```
### Lets filter in only comparisons/genes, that were significant in MA
```

```
### Lets look at means and SDs
```

```
meanSD_tidy_qpcrResults <- tidy_qpcrResults %>%
```

```
select(-Name) %>%
```

```
group_by(Group, Gene) %>%
```

```
nest() %>%
```

```
mutate(
```

```
  Srednia = data %>% map_dbl(map_dbl, mean),
```

```
  Od_std = data %>% map_dbl(~.[[1]] %>% sd)) %>% ## THIS WILL BE MY MAPPING  
METHOD OF CHOICE FOR NOW
```

```
unnest()
```

```
### Here we make SW test for normality
```

```
SW_tidy_qpcrResults <- tidy_qpcrResults %>%
```

```
select(-Name) %>%
```

```
dplyr::group_by(Gene, Group) %>%
```

```
nest()
```

```
library(magrittr)

SW_results <- SW_tidy_qpcrResults %$%
  map(data, ~ shapiro.test(.x[[1]]))

SW_tidy_qpcrResults <- SW_tidy_qpcrResults %>%
  dplyr::mutate(Shapiro_Wilk_p_val =
    map_chr(SW_results, ~ .x$p.value )
  )
```

Here we find out whether any SW analysis gave significant value, meaning that distribution of Cqs in given group in given gene is not normal.

```
is_gene_normal <- SW_tidy_qpcrResults %>%
  select( -c(data, Group) ) %>%
  group_by(Gene) %>%
  nest() %>%
  mutate( gene_is_normal = data %>% map(~ case_when(
    .x < 0.05 ~ FALSE,
    TRUE ~ TRUE
  ) ) ) %>%
  mutate( gene_is_normal_short =
    gene_is_normal %>% map( ~ !any(.x) )
  )
```

Lets statistically adjust Mann-Whitney-Wilcoxon tests

```
geneList_merged_forMerge_df_MWW_pval <- merged_forMerge_df_MWW_pval %>%
  group_by(Gene) %>%
  nest()
```

```

geneList_merged_forMerge_df_MWW_pval$data <- map(.x =
geneList_merged_forMerge_df_MWW_pval$data, .f =
  ~ mutate(.data = .x, MWW_adjusted = p.adjust(as.numeric(.x$pval), method = "BH")
)
)

geneList_merged_forMerge_df_MWW_pval <- geneList_merged_forMerge_df_MWW_pval
%>%

unnest()

write_tsv(x = geneList_merged_forMerge_df_MWW_pval, path =
"adjusted_MWW_pval.tsv")

### Lets statistically adjust Mann-Whitney-Wilcoxon tests

```

How the deposited data were processed for this re-analysis (not part of the article)

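Gene expression was measured in the medial hypothalamus of male Wistar rats on 56 Affymetrix Rat Gene ST arrays, 1 array per rat. Of these, 21 arrays belong to the 5 groups of the paper (CNT, SH NaCl, SH LPS, VG NaCl and VG LPS). The other 35 belong to rats that the paper does not report, injected s.c. for 10 days with saline, celecoxib, SC-560 or indometacin and then with LPS or saline, as 8 further groups. The doses of these drugs are not given in the sources used here. All LPS rats received 10 µg i.p. in 100 µl, and the tissue was taken 120 min later.

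The authors deposited 1 intensity per transcript cluster and array, and per the labels these intensities were made with RMA in Affymetrix Expression Console, whose version is not stated. The methods of the paper name Partek Genomics Suite with RMA background correction, quantile normalization, log2 transformation, median polish and an analysis of variance with contrasts. The tests had been planned for log2 values, but the table holds linear values between 1.75 and 7819.8, so their log2 was taken. The array medians then lay between 4.04 and 4.24, and nothing else was done to the values. Each of the 36685 transcript clusters was kept, and 1415 of them carried the same values as another one. Gene symbols came from the annotation of the array and were brought up to date through their gene numbers, which changed 0 symbols. The clusters with exactly 1 symbol stand for 14557 genes. A gene with several clusters was represented by the brightest over the 56 arrays, and clusters of several genes were not used for a named gene. No depth can be given for arrays: their number limits the precision.

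Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes) as group means over the 21 arrays of the paper or, for the drug groups, over the 35 others. Adjusted p-values are those of Benjamini and Hochberg over all transcript clusters, with a threshold of 0.05. There were 10 comparisons among the groups of the paper, including the difference of the LPS effect between VG and SH and the average of both VG against SH comparisons, and 12 among the drug groups. A further comparison took LPS against NaCl over 51 arrays with the 6 pretreatments (sham operation, vagotomy, saline, celecoxib, SC-560 and indometacin) as additive terms. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

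The comparisons, the 32 gene lists and the rule for named genes were chosen before the data were examined. The lists cover acute inflammation, the interferon response, glucocorticoid targets, immediate early genes, the HPA axis, hypothalamic neuropeptides, transmitter systems, amino acid transporters, the prostaglandin pathway, candidate reference genes, the genes of the paper's qPCR, and markers of cell types, brain regions and tissues next to the hypothalamus. A list was tested with camera at a preset correlation between genes of 0.01, against all other single-symbol genes as background, since the plan did not name one, and the p-values were adjusted over the lists and comparisons of each set of arrays. For the lateral hypothalamus 0 of 3 listed genes were measured, so 31 lists were tested. Of 310 tests on the arrays of the paper 41 were called, and 0 with an estimated correlation or with limma's fry, a rotation test. Of 372 tests among the drug groups 53 were called, and 0 by either alternative. Of 31 tests of the pooled effect of LPS 5 were called, and 4 by each alternative. The genes named were the genes of the qPCR and its reference genes, for each comparison up to 12 genes with the largest change among those that passed or else with the smallest p, up to 4 genes per list, and Crh, Avp, Nr3c1, Ptgs2, Tnf, Il1b, Il6, Nfkbia, Fkbp5 and Fos. The paper's table of p-values for the qPCR genes had been read by then. The exact permutation tests of the qPCR genes were added after the values from limma were seen.

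The alternatives were the methods' analysis of variance without moderation of the variance, a variance trend with a robust prior, only the groups compared in the fit, all 56 arrays in the fit, only transcript clusters above the median intensity, a second quantile normalization, the array set as a block, the fit without the arrays whose label carries a second run number, array weights, and each array left out in turn. For the pooled effect each pretreatment was left out in turn. Arrays 1 to 40 alone and a fit without array 46 were added after the values were seen. Chance was tested by other splits of the same arrays, all of them or 100 drawn at random. The pipeline was tested on simulated data: independent normal noise with the residual spread of each transcript cluster. These data held no outlying arrays, array sets or correlation between transcript clusters. In each run 100 transcript clusters were changed by a log2 difference of 1 and 100 others by 2. At 1, 60% were recovered in VG LPS against SH LPS, 38% in VG NaCl against SH NaCl and 99% in the pooled comparison. At 2, these were 94%, 92% and 100%. The shares for the real arrays may be lower. The qPCR, HPLC and hormone measurements of the paper were not analysed here, and no array strip could be assigned to an array number.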

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

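The tests of array 46 on its paraventricular and choroid plexus markers and on a response to vagotomy and LPS, the test of Oxt, the test of exchanged labels, whose range was widened by the SD once the value was seen, and the counts of adjusted calls over other splits of the arrays were chosen only after the result was seen, and so was the unadjusted count as the measure for the splits. First counts and the means per array of some lists, among them acute inflammation, the interferon response and ependyma and tanycytes, had been seen before any test of this part was written, so the correlation of CNT array 4 and the tests of Vim were not set blind.

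VG LPS array 46 carried tissue markers far from those of the other arrays, with a mean of -2.59 for the paraventricular nucleus (next lowest of the 56 arrays -0.51), 3.31 for the choroid plexus and 2.99 for cortex and hippocampus. A response to vagotomy and LPS is argued against, since the other 4 VG LPS arrays had a median of 0.14 for the paraventricular nucleus, within the SH LPS arrays at -0.16 to 0.17. Another dissection of the tissue goes with the paraventricular and choroid plexus values, but these values set the array apart, so they do not test it. The prediction written before, that suprachiasmatic and ventromedial markers would both lie below every other array, was not met. Suprachiasmatic markers lay at -0.29, above the lowest other array at -0.61, whereas ventromedial markers lay at -1.57 with the next array at -0.73. How much suprachiasmatic nucleus the other arrays held is unknown, so this value does not decide whether the piece held any hypothalamic nucleus. The lower Oxt of VG LPS, -1.23 against SH LPS, was -0.29 without this array (23.6% of its size, just under the bound set for the test), so the tissue of array 46 may account for most of it. What was dissected for this array stays unknown.

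In array 46 the lowest values of the VG LPS group were also -1.15 for the HPA axis, -0.988 for hypothalamic neuropeptides, -0.696 for the GABA system, -1.0 for the arcuate nucleus, -1.26 for the genes of the paper's qPCR and a log2 intensity of 4.946 for Oxt, and blood markers were highest at 1.03. Over all lists and genes, 32 of 350 groups held an array far from the others, where chance gives about 1 in 20, or 17.5.

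CNT array 4 carried inflammatory transcripts although the CNT rats had no procedure, with 0.804 for acute inflammation and 1.42 for the interferon response. Noise in single transcripts is argued against: across the 100 transcript clusters with the smallest p for LPS in the 35 drug arrays, its deviation from the other CNT arrays correlated with the LPS effect at 0.924, against at most -0.483 for another CNT array, whose reference includes array 4; transcript clusters are not independent replicates. An exchange of its label with that of a SH LPS array cannot be told apart from a true CNT rat with inflammation. In the test 1 SH LPS array, array 6 at -0.491 for acute inflammation, lay within the range of the other 4 CNT arrays widened by their SD. For both lists together 0 lay within the range itself. That range was -0.626 to -0.507 for acute inflammation, just below array 6. It was -1.01 to -0.753 for the interferon response, and array 6 lay inside it without widening. In the paper plasma TNF-α was higher after LPS than after NaCl in both SH and VG rats, as the labels of these groups say, but it was not measured in CNT rats and the text does not give it for single rats. An infection of this rat, or another wrong label, was not tested.

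Vim was lower in VG NaCl than in SH NaCl, by -0.86. The array sets are argued against as its whole cause, because with the array set as a block the difference was -0.79 (standard error 0.20). A smaller share of ependymal cells and tanycytes stays open, since the other 4 markers of these cells had a median of -0.15, with 3 below 0, between the bounds set for and against it. These 4 were Nes, Rax, Rarres2 and Col23a1. None is a gene of motile cilia, so they do not test a loss of ciliated cells alone. Cfap43, Zbbx and Dnali1, genes of motile cilia outside this list, were lower in the same comparison. Over the alternatives they lay between -1.37 and -0.91, -1.18 and -0.81, and -1.12 and -0.72. They were named for their small p here and did not pass, so they do not decide the question. The difference of Vim did not pass the adjustment, and vagotomy itself stays among the open explanations, untested.

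Other arrays lay far from the rest of their group: SH NaCl array 45 at 0.181 for hypothalamic neuropeptides, SH NaCl array 8 at 0.132 for the meninges and SH NaCl array 44 at -0.169 for the paraventricular nucleus. SC-560 NaCl array 36 lay at 1.19 for acute inflammation, 2.22 for the interferon response and 0.742 for glucocorticoid targets, and indometacin NaCl array 53 at 1.04 for glucocorticoid targets. Immediate early genes were at 0.17 in saline-pretreated LPS array 16, candidate reference genes at -0.32 in saline-pretreated LPS array 18, the HPA axis at -0.326 and the arcuate nucleus at -0.776 in SC-560 LPS array 33. In celecoxib NaCl, array 29 lay at -0.157 for the prostaglandin pathway and 3.745 for Actn2, and array 26 at 0.893 for cortex and hippocampus. Gabrg1 was at 8.25 in celecoxib LPS array 21. In SC-560 NaCl, the glycine system was at -0.127 in array 39, the paraventricular nucleus at -0.113 in array 38 and Actn2 at 4.165 in array 37.

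The effect of LPS differed between VG and SH rats for 4 lists of markers, by a test of the difference itself. For ependyma and tanycytes, 1 of the 5 measured genes is Vim, which the paper chose from these arrays for a low p. That list is therefore not independent evidence. The difference of the effects had a median of 0.461 for ependyma and tanycytes (5 of 5 genes higher, adjusted p = 0.00120; adjusted p = 0.533 with an estimated correlation; 1 gene passed when adjusted over the list alone). It was 0.698 for the meninges (7 of 7 higher, adjusted p = 0.000794; adjusted p = 0.652 with an estimated correlation), and 0.473 without VG NaCl array 13 (adjusted p = 0.132). It was -0.935 for the thalamus (4 of 4 lower, adjusted p = 0.00425; adjusted p = 0.533 with an estimated correlation), and -0.680 without SH LPS array 42 (adjusted p = 0.0514). It was 0.381 for vessels (9 of 10 higher, adjusted p = 0.0438; adjusted p = 0.696 with an estimated correlation), and between 0.211 and 0.458 without SH LPS array 5 or 7, SH NaCl array 8, 43 or 45, VG LPS array 9 or 12, or VG NaCl array 13, each of which ended the call. Over the alternatives the adjusted p lay between 0.000226 and 0.533, 8.21e-06 and 0.652, 0.000433 and 0.553, and 0.0128 and 0.696 for these lists in turn. The unnamed transcript cluster 17737097 had a difference of -2.03. In the 35 arrays that the paper did not analyse, 3 transcript clusters, 2 of them with identical values, were called between indometacin LPS and indometacin NaCl and 3 between indometacin LPS and saline-pretreated LPS. Over 51 arrays, those 35 and the SH and VG arrays of the paper, 145 were called for LPS against NaCl over 6 pretreatments.

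Other splits of the same arrays were counted by the transcript clusters at an unadjusted p under 0.05. For VG NaCl against SH NaCl the real split, with 2924, was the 1 of 35 with so many, the smallest share these arrays allow. It was the only share under 0.05 among 23 comparisons by a measure chosen after the results, about as many as chance gives, so over these comparisons chance is not excluded, and limma called 0 here, as did the methods' analysis of variance. The highest other, 2398, was the split into SH NaCl arrays 43, 44 and 45, those of the second set, and the rest; with the array set as a block there were 3474. Chance could not be excluded for the other comparisons among the 5 groups either. As many as the real 1518 of VG LPS against SH LPS were found in 89 of 100 splits (highest other 4340), as the 1253 of SH LPS against SH NaCl in 14 of 35 (2287), and as the 2576 of VG LPS against VG NaCl in 28 of 56 (4459). Against CNT, 13 of 100 splits reached the 1807 of SH NaCl (highest other 3405), 42 of 100 the 1320 of SH LPS (3808), 7 of 56 the 2230 of VG NaCl (2680) and 39 of 100 the 2115 of VG LPS (5227). The 1971 of the difference of the LPS effect were reached in 35 of 100 (3532) and the 2594 of the average of VG against SH in 8 of 100 (4900). By adjusted calls, 10 of 56 splits had at least the 1 call of VG LPS against VG NaCl (highest other 8), and 7 of 100 the 1 call of the difference of the LPS effect (highest other 2). A split of VG LPS and SH LPS, arrays 5, 7, 9, 11 and 42 against the rest, gave nearly 3 times the real count at an unadjusted p. It was the highest of 100, and up to 2 adjusted calls were made in these splits. The count alone therefore does not show a structure of the samples other than the groups. However, the rest held VG LPS arrays 10, 12 and 46, with mean correlations with all other arrays of 0.953, 0.951 and 0.946. It also held SH LPS array 6 at 0.965, whereas the first side lay between 0.961 and 0.965. Apart from array 6, the split thus set arrays of low correlation apart, and the cause of this was not tested.

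Among the drug groups chance could not be excluded for any comparison by this count. With LPS against NaCl, 33 of 35 splits reached the 1486 of saline-pretreated rats (highest other 2848), 21 of 100 the 2042 of celecoxib (2745), 41 of 100 the 1328 of SC-560 (2162) and 42 of 56 the 1989 of indometacin (5165). Against saline-pretreated NaCl, 22 of 56 reached the 1695 of celecoxib NaCl (3284), 14 of 56 the 1453 of SC-560 NaCl (1993) and 35 of 56 the 2022 of indometacin NaCl (4677). Against saline-pretreated LPS, 74 of 100 reached the 1693 of celecoxib LPS (2652), 63 of 100 the 1536 of SC-560 LPS (3335) and 23 of 35 the 1828 of indometacin LPS (3699). Between celecoxib and SC-560, 18 of 100 reached the 1791 of NaCl (2468) and 29 of 100 the 1652 of LPS (2919). By adjusted calls, 9 of 56 splits had at least the 3 of indometacin LPS against NaCl, with up to 298, and 4 of 35 at least the 3 of indometacin LPS against saline-pretreated LPS, with up to 43. These largest counts are the highest of all splits. The split of the indometacin arrays with 5165 set arrays 49, 52 and 54 apart. Their mean correlations with all other arrays were 0.952, 0.947 and 0.944, against 0.960 to 0.965 in the other indometacin arrays. The split with 3699, arrays 17, 49 and 50, left array 18 at 0.953 on the other side. The first split thus followed low correlation as well as chance, and its cause was not tested. For LPS against NaCl over 6 pretreatments the 2 measures differ: 45 of 100 splits reached the 1797 at an unadjusted p under 0.05 (highest other 4964), whereas 1 of 100, the real one, reached the 145 adjusted calls (highest other 3), by which chance can be excluded.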

How the results depend on the processing

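The analyses of arrays 1 to 40 alone, of the fit without array 46 and of the mean of the qPCR genes' p-values without each array were chosen after the values were seen. No paired analysis was possible because the labels number the arrays through all groups and name no pairs of rats. Of the alternatives for named genes, 732 kept direction and side of the threshold, 24 kept the direction without passing and 3 reversed. With 1 array or pretreatment left out, the counts for named genes were 606, 30 and 8. Most of these genes did not pass in the main fit, so keeping their side of the threshold mostly means staying uncalled. For gene lists that passed, these counts were 254, 236 and 0, and 747, 131 and 3 with 1 left out. For transcript clusters the alternative with the array set as a block was not run where no group compared lies in both sets. For gene lists it was run for all comparisons, but in such a comparison it leaves the differences as they are and says nothing about the sets. Also, the pooled comparison has no separate fit of only the groups compared, and the smallest p per gene moves nothing, since each gene is read from 1 transcript cluster. Signal near background limits the dim transcript clusters, and the cause of a change was not tested unless its construction (fewer arrays or transcript clusters) shows it.

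The 1 call of VG LPS against VG NaCl became 0 with the methods' analysis of variance, a variance trend, only the groups compared, all 56 arrays, without dim transcript clusters, with the block, without arrays run a second time, with array weights and with arrays 1 to 40; it was 0 to 1 with 1 array left out. The 1 call of the difference of the LPS effect became 0 with the analysis of variance, the trend, only these groups, without dim transcript clusters, a second quantile normalization, the block, without arrays run a second time, array weights and arrays 1 to 40; it was 0 to 1 with 1 array left out. SH LPS against SH NaCl had 1 with arrays 1 to 40, where the lone SH NaCl array is assumed to vary like the other groups, and 0 to 1 with 1 array left out, as had VG NaCl against SH NaCl and SH NaCl against CNT, without SH NaCl array 44 and CNT array 41, and the average of VG against SH without VG LPS array 9. The other comparisons among the groups of the paper had 0 under every alternative run.

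Saline-pretreated LPS against NaCl had 2 with only these groups. Celecoxib LPS against NaCl had 9 with only these groups, 6 without dim transcript clusters, 2 with array weights and 0 to 2 with 1 array left out. SC-560 LPS against NaCl had 0 to 29, with 29 without SC-560 NaCl array 36. The 3 of indometacin LPS against NaCl became 0 with only these groups and 0 to 10 with 1 array left out (0 without LPS array 49 or 50, 9 without 51, 10 without NaCl array 53). The 3 of indometacin LPS against saline-pretreated LPS became 6 with the trend, 0 with only these groups, 8 with all 56 arrays, 0 with the block and 0 to 14 with 1 array left out (0 without arrays 16, 17, 18 or 49, 5 without 47, 1 without 50, 14 without 51). The 145 of LPS against NaCl over 6 pretreatments were 56 with arrays 1 to 40, which have fewer arrays, and 95 to 125 with 1 pretreatment left out. The mean p of the qPCR genes, 0.0702, was 0.0466 to 0.139 under the alternatives and 0.0516 to 0.185 with 1 array left out (0.185 without VG LPS array 46). The 41 list calls on the arrays of the paper became 0 with an estimated correlation and 0 with fry, 52 with the block, 38 with all 56 arrays, 29 without arrays run a second time and 29 to 50 with 1 array left out. The 53 of the drug groups became 0 and 0, and 48 to 61 with 1 array left out, and the 5 of the pooled comparison 4 to 6.

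Between VG LPS and SH LPS, Avp reversed to 0.0695 and Crh to 0.219 with arrays 1 to 40, and Ptgs2 in the difference of the LPS effect to -0.0246. With 1 array left out, Avp lay between -1.21 and 0.0275, Crh between -0.298 and 0.0549, Nr3c1 between -0.0282 and 0.189, Ptgs2 between -0.0755 and 0.443, Ptgs2 in the difference of the LPS effect between -0.0526 and 0.466, and choroid plexus markers between -0.0710 and 0.893 (0.0725 and 0.978 against CNT). Interferon response genes of indometacin LPS against NaCl lay between -0.038 and 0.965.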

Differences from the paper's values

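The tests of this part were chosen before their results were seen, except the fits of the qPCR genes with 1 array left out. All 11 p-values of Supplementary Table 4 that concern Actn2, Gabrg1, Oxt and Vim differ by over 1.5 times from the unadjusted values from limma. Each is given below as the value here and the paper's value, and unless a setting is named, none of the alternatives set before the data were examined came within 1.5 times of the paper's value.

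For Actn2, VG LPS against CNT gave 0.0348 and the paper's value is 0.0112. Without VG NaCl array 14, 1 of the fits added afterwards, the value here was 0.0156, within 1.5 times of the paper's. VG LPS against SH LPS gave 0.102 and the paper's value is 0.0279. VG LPS against VG NaCl gave 0.00129 and the paper's value is 0.00721; with only the groups compared in the fit it was 0.00884, within 1.5 times of the paper's.

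For Gabrg1, VG LPS against CNT gave 0.0303 and the paper's value is 0.00273. VG LPS against SH LPS gave 0.358 and the paper's value is 0.0422.

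For Oxt, VG LPS against CNT gave 0.0628 and the paper's value is 0.0134. VG LPS against SH LPS gave 0.0883 and the paper's value is 0.0247. VG LPS against VG NaCl gave 0.0930 and the paper's value is 0.0289. With all 56 arrays in the fit these 3 values were 0.00954, 0.0177 and 0.0195, all within 1.5 times of the paper's.

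For Vim, VG LPS against VG NaCl gave 0.000806 and the paper's value is 0.0192. VG NaCl against SH NaCl gave 8.84e-05 and the paper's value is 0.0104. VG NaCl against CNT gave 0.00177 and the paper's value is 0.0266; without the array of VG NaCl run a second time, array 13, it was 0.0211.

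The mean of these 11 values was 0.0702 (SD 0.103), where the paper's text gives a mean of 0.019 (SD 0.01) over all 19 comparisons of its table. The paper's own values for the same 11 average 0.0195.

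The paper states that no transcript survived the adjustment. Here limma called 0 in each of 8 comparisons among the 5 groups, Klra1 between VG LPS and VG NaCl (adjusted p = 0.0353), and 1 transcript cluster without a gene name for the difference of the LPS effect between VG and SH (adjusted p = 0.0415). With the methods' analysis of variance 0 were called in all 10. Of the other alternatives set before the data were examined, Klra1 was called only with the second quantile normalization and without VG LPS array 10, and 1 transcript cluster was called for the difference of the LPS effect only with all 56 arrays in the fit and without SH LPS array 42 or SH NaCl array 44.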

Other observations

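The tests of this part were planned, except the counts of pretreatments and arrays in the direction of the pooled effect, which were chosen after the values were seen. Over 26 LPS and 25 NaCl arrays of the 6 pretreatments, LPS raised acute inflammation genes, interferon response genes and glucocorticoid targets in the hypothalamus. Ptgs2, the inducible prostaglandin synthase, rose by 1.15 on the log2 scale (standard error 0.13, adjusted p = 5.73e-07), higher in 6 of 6 pretreatments and in 26 of 26 LPS arrays than the mean of the NaCl arrays. Nfkbia, which holds NF-kB back, rose by 1.34 (standard error 0.16, adjusted p = 1.92e-06, 24 of 26), Vcam1, an adhesion molecule of vessels, by 1.02 (standard error 0.13, adjusted p = 2.25e-06, 24 of 26), and Zfp36, which shortens the life of cytokine transcripts, by 1.45 (standard error 0.19, 25 of 26). The chemokines Cxcl10 and Cxcl11 rose by 2.95 (standard error 0.42) and 3.84 (standard error 0.54), in 22 and 21 of 26 arrays, and Ifit3 by 3.01 (standard error 0.41, 22 of 26). Limma called 145 of 36685 transcript clusters, 127 higher and 18 lower, with 1797 at an unadjusted p under 0.05 and 134 called by the methods' analysis of variance. The tight junction gene Cldn5 fell by 0.92 (standard error 0.20, adjusted p = 0.0106, 22 of 26), but its adjusted p lay between 0.00188 and 0.120 over the alternatives, with the call lost without the sham-operated (0.0951), saline (0.0596), celecoxib (0.120) or SC-560 (0.0634) rats. The glucocorticoid target Fkbp5 rose by 0.58 (standard error 0.13, adjusted p = 0.0118, 23 of 26), with a range from 0.00620 to 0.352 and the call lost without the sham-operated (0.0804), vagotomized (0.0582), saline (0.0596) or celecoxib (0.0513) rats. Crh differed by 0.30 (standard error 0.12, adjusted p = 0.734, higher in 5 of 6 pretreatments and in 23 of 26 arrays). Nr3c1 differed by -0.16 (standard error 0.07, adjusted p = 0.825, lower in 6 of 6 and in 17 of 26). The counts of arrays alone therefore do not separate genes that passed from genes that did not.

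As groups, acute inflammation genes rose by a median of 0.80 (27 of 29 higher, adjusted p = 5.96e-73; adjusted p = 8.68e-06 with an estimated correlation), of which 18 passed and 23 when adjusted over the list alone. Interferon response genes rose by 1.01 (17 of 17, adjusted p = 1.46e-61; adjusted p = 6.33e-05 with an estimated correlation; 12 passed and 17 adjusted over the list alone), and glucocorticoid targets by 0.57 (12 of 13, adjusted p = 4.83e-32; adjusted p = 0.000118 with an estimated correlation; 8 passed and 12 adjusted over the list alone). Immediate early genes rose by 0.07 (10 of 17, adjusted p = 5.38e-05; adjusted p = 0.0433 with an estimated correlation; 3 passed and 5 adjusted over the list alone), and by 0.00772, 0.0456 and 0.0305 without the vagotomized, saline or celecoxib rats, in a range from 0.00772 to 0.0855 over the alternatives. The prostaglandin pathway had a median of 0.02 (15 of 23 higher, adjusted p = 0.117) and did not pass. Vascular markers fell by 0.13 (8 of 10 lower, adjusted p = 0.00778; adjusted p = 0.230 with an estimated correlation, and 0.0956 without the celecoxib rats, in a range from 0.000392 to 0.230).

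In the rats pretreated with drugs, LPS raised acute inflammation genes by a median of 0.67 after saline (adjusted p = 8.23e-15; adjusted p = 0.200 with an estimated correlation), 1.16 after celecoxib, an inhibitor of the inducible cyclooxygenase (adjusted p = 9.74e-30; adjusted p = 0.130 with an estimated correlation), and 0.67 after SC-560 (adjusted p = 7.85e-22; adjusted p = 0.155 with an estimated correlation). After indometacin, an inhibitor of both cyclooxygenases, the median was 0.45 (adjusted p = 1.50e-06; adjusted p = 0.677 with an estimated correlation), and 0.03 (adjusted p = 0.718, in a range from 1.62e-12 to 0.718) without indometacin LPS array 51. These comparisons were not tested against each other. Tissue markers moved in the same comparisons. After saline, LPS rats had lower meninges markers (-0.64, 6 of 7, adjusted p = 0.0207; adjusted p = 0.729 with an estimated correlation), lost without LPS array 17 or 47 or NaCl array 20 (-0.38, -0.54 and -0.24), and lower vascular markers (-0.35, 8 of 10, adjusted p = 0.0230; adjusted p = 0.584 with an estimated correlation), lost without LPS array 18 or NaCl array 20 or 48. After SC-560 they had lower meninges markers (-0.70, 7 of 7, adjusted p = 0.000662; adjusted p = 0.684 with an estimated correlation), lost without LPS array 33 (-0.43), higher thalamus markers (0.69, 4 of 4, adjusted p = 0.000623; adjusted p = 0.401 with an estimated correlation) and lower markers of ependyma and tanycytes (-0.42, 5 of 5, adjusted p = 0.0348; adjusted p = 0.572 with an estimated correlation), lost without LPS array 33 or 35 or NaCl array 36 or 38. After indometacin they had higher blood markers (0.67, 4 of 4, adjusted p = 0.0213; adjusted p = 0.672 with an estimated correlation), lost without LPS array 50 or NaCl array 54, 55 or 56 (0.30 to 0.60), and higher oligodendrocyte markers (0.38, 5 of 6, adjusted p = 0.0155; adjusted p = 0.700 with an estimated correlation), lost without LPS array 49 or NaCl array 54. Limma called 0 transcript clusters for LPS against NaCl after saline, celecoxib and SC-560, with 1486, 2042 and 1328 at an unadjusted p under 0.05 and 0 by the methods' analysis of variance, and without SC-560 NaCl array 36 it called 29 after SC-560. After indometacin it called 3, without a gene name, of which 2 carry identical values and are 1 measurement, and the analysis of variance called 4. Between indometacin LPS and saline-pretreated LPS it called 3, of which the cold-inducible RNA-binding gene Rbm3 was 1.65 higher (standard error 0.29, adjusted p = 0.0344, 3 of 3 arrays). The call for Rbm3 was lost without saline-pretreated LPS array 16, 17, 18 or 47 (adjusted p = 0.0601, 0.145, 0.116 and 0.0760) or indometacin LPS array 49 or 50 (0.703 and 0.610). All 3 indometacin LPS arrays are in the second array set and 3 of 4 saline-pretreated LPS arrays in the first, and the call was also lost with the array set as a block (1.76, adjusted p = 0.925), with only the groups compared (adjusted p = 1.00) and with the methods' analysis of variance (0.0841). Its range over the alternatives was 2.13e-05 to 1.00. In the same comparison blood markers were higher by 1.31 (4 of 4, adjusted p = 4.83e-08, and adjusted p = 0.130 with an estimated correlation), microglia markers by 0.32 (11 of 11, adjusted p = 0.000393, and adjusted p = 0.155 with an estimated correlation), vascular markers by 0.46 (8 of 10, adjusted p = 0.000435, and adjusted p = 0.178 with an estimated correlation) and choroid plexus markers by 0.42 (9 of 9, adjusted p = 0.00760, and adjusted p = 0.155 with an estimated correlation), the last lost without indometacin LPS array 49 (0.11) and with all 56 arrays in the fit. Over the alternatives blood markers lay between 0.84 and 1.69, microglia markers between 0.17 and 0.41, and vascular markers between 0.25 and 0.54. Response lists were called as well. Interferon response genes lay between -1.23 and -0.43 and the glycine system between -0.29 and -0.06. Glucocorticoid targets lay between 0.34 and 0.55 and the prostaglandin pathway between 0.08 and 0.24. In SC-560 LPS against saline-pretreated LPS, acute inflammation genes lay between 0.25 and 0.43 and interferon response genes between 0.59 and 1.18. No list of the drug groups passed with an estimated correlation.

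Celecoxib and SC-560 were compared at the same time after the injection; their doses are not given in the sources used here. After NaCl, celecoxib rats had lower markers of the meninges than SC-560 rats, by a median of -1.01 (7 of 7 lower, adjusted p = 1.67e-10; adjusted p = 0.155 with an estimated correlation; 7 adjusted over the list alone). In the same comparison thalamus markers were higher by 0.76 (4 of 4, adjusted p = 0.00367; adjusted p = 0.595 with an estimated correlation), lost without celecoxib NaCl array 26 (0.54), genes of the cholinergic system higher by 0.245 (9 of 11, adjusted p = 0.0121; adjusted p = 0.215 with an estimated correlation), also lost without that array (0.19), and blood markers lower by -0.50 (4 of 4, adjusted p = 0.0493; adjusted p = 0.700 with an estimated correlation), lost without celecoxib NaCl array 27, 28 or 29 or SC-560 NaCl array 36, 38, 39 or 40. Interferon response genes were lower by -0.59 (17 of 17, adjusted p = 5.31e-07; adjusted p = 0.700 with an estimated correlation) and acute inflammation genes by -0.42 (25 of 29, adjusted p = 2.79e-07; adjusted p = 0.672 with an estimated correlation). Without SC-560 NaCl array 36, which lay at 2.22 for the interferon response, these were -0.19 and -0.17 and did not pass, and the meninges markers were at -0.91. After LPS the meninges markers had a median of 0.04 with a mean of -0.08 (adjusted p = 0.707), interferon response genes of -0.63 (17 of 17 lower, adjusted p = 8.03e-05; adjusted p = 0.729 with an estimated correlation) and -0.27 without celecoxib LPS array 21 (adjusted p = 0.0976, in a range from 1.22e-09 to 0.780), and acute inflammation genes of -0.20 (21 of 29 lower, adjusted p = 0.0943). Glucocorticoid targets were also lower, by a median of -0.21 (10 of 13, adjusted p = 0.00341; adjusted p = 0.700 with an estimated correlation), lost without SC-560 LPS array 31 (-0.20) and between -0.46 and -0.15 over the alternatives. Limma called 0 transcript clusters between the drugs after NaCl and 0 after LPS, with 1791 and 1652 at an unadjusted p under 0.05 and 0 by the methods' analysis of variance. The median half-width of the 95% confidence interval was 0.419 in both, so differences of that size on the log2 scale are not excluded.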
